# Transcriptional Profiling of Biofilm Regulators Identified by an Overexpression Screen in *Saccharomyces cerevisiae*

**DOI:** 10.1534/g3.117.042440

**Published:** 2017-07-03

**Authors:** Gareth A. Cromie, Zhihao Tan, Michelle Hays, Amy Sirr, Eric W. Jeffery, Aimée M. Dudley

**Keywords:** biofilm, transcriptional regulation, overexpression, colony morphology

## Abstract

Biofilm formation by microorganisms is a major cause of recurring infections and removal of biofilms has proven to be extremely difficult given their inherent drug resistance . Understanding the biological processes that underlie biofilm formation is thus extremely important and could lead to the development of more effective drug therapies, resulting in better infection outcomes. Using the yeast *Saccharomyces cerevisiae* as a biofilm model, overexpression screens identified *DIG1*, *SFL1*, *HEK2*, *TOS8*, *SAN1*, and *ROF1/YHR177W* as regulators of biofilm formation. Subsequent RNA-seq analysis of biofilm and nonbiofilm-forming strains revealed that all of the overexpression strains, other than *DIG1* and *TOS8*, were adopting a single differential expression profile, although induced to varying degrees. *TOS8* adopted a separate profile, while the expression profile of *DIG1* reflected the common pattern seen in most of the strains, plus substantial *DIG1*-specific expression changes. We interpret the existence of the common transcriptional pattern seen across multiple, unrelated overexpression strains as reflecting a transcriptional state, that the yeast cell can access through regulatory signaling mechanisms, allowing an adaptive morphological change between biofilm-forming and nonbiofilm states.

Many opportunistic human pathogens form highly structured, multicellular communities called biofilms, which are a key factor in persistent infections (Costerton *et al.* 1999; Donlan and Costerton 2002; Fanning and Mitchell 2012). Biofilms are a major cause of medical-device associated infections (Costerton *et al.* 1999; Donlan and Costerton 2002; Darouiche 2004), chronic nonhealing of wounds (Mancl *et al.* 2013; Scali and Kunimoto 2013), and infections of the oral (Mancl *et al.* 2013), respiratory (Kobayashi 2005) and urinary tract surfaces (Tenke *et al.* 2012). The ability of biofilms to adhere to organic and inorganic surfaces as well as their increased drug resistance makes them a pressing clinical problem (Costerton *et al.* 1999; Donlan and Costerton 2002; Ramage *et al.* 2010). The transition from a planktonic, unicellular lifestyle to a sessile, multicellular lifestyle requires the coordinated activation and repression of numerous biological processes. While some of these pathways have been elucidated, many remain poorly characterized (Finkel and Mitchell 2011; Fanning and Mitchell 2012). A better understanding of the molecular mechanisms required for biofilm formation is needed to guide the development of drug therapies that specifically target biofilms, an area that is largely underdeveloped (Ramage *et al.* 2010; Pierce and Lopez-Ribot 2013).

The yeast *Saccharomyces cerevisiae* is an established model for the study of biofilm formation. While most *S. cerevisiae* strains form smooth, unstructured colonies on solid media, some strains are able to form highly structured “fluffy” colonies. Fluffy *S. cerevisiae* colonies not only visually resemble bacterial and fungal biofilms, but also share their structural and functional characteristics, including the presence of an extracellular matrix (Kuthan *et al.* 2003; Karunanithi *et al.* 2010; Vachova *et al.* 2011), localized expression of drug efflux pumps (Vachova *et al.* 2011), the use of intercellular communication (Vopalenska *et al.* 2010), reduced penetration of chemicals into the interior of the colony (Vachova *et al.* 2011), and increased adherence to inorganic surfaces (Reynolds and Fink 2001).

A number of detailed genetic screens have been performed to elucidate the genes involved in colony morphology (Granek and Magwene 2010; Ryan *et al.* 2012; Voordeckers *et al.* 2012; Taylor and Ehrenreich 2015). Since the commonly used FY lab strain background (Winston *et al.* 1995) is unable to adopt the fluffy colony morphology, these studies have been performed with other strains that are able to form structured colonies. Results from these studies demonstrated that biofilm formation is finely tuned to the environment, with the “filamentation” mitogen-activated protein kinase (MAPK) (Granek and Magwene 2010; Voordeckers *et al.* 2012), Ras-cAMP-PKA (Granek and Magwene 2010), target-of-rapamycin (TOR) (Voordeckers *et al.* 2012), and high osmolarity glycerol (Voordeckers *et al.* 2012) signaling pathways all playing important roles in modulating colony morphology. Notably, the filamentation MAPK pathway regulates genes, such as the adhesin *FLO11*, that appear to be required for complex colony formation, while pseudohyphal growth itself is not essential for this phenotype (Sťovíček *et al.* 2010).

Another approach to understanding biofilm formation has been the comparison of wild yeast strains in their biofilm and nonbiofilm forms. Because naturally occurring fluffy wild strains can switch to a nonbiofilm “smooth” colony-forming state at relatively high rates during the process of domestication in the laboratory (Kuthan *et al.* 2003), it is possible to isolate smooth and fluffy forms of the same strain. These studies have uncovered metabolic differences between fluffy strains and their smooth counterparts, including the differential expression of genes involved in metabolism and the transport of carbohydrates, vitamins, and amino acids (Kuthan *et al.* 2003; Sťovíček *et al.* 2014). A fluffy strain (F45) studied in our laboratory also switched between fluffy and smooth colony morphologies at rates much higher than that of spontaneous mutations (Tan *et al.* 2013). In this strain, the mechanism underlying the switch was the gain and loss of individual chromosomes. Because increased copy number of only a subset of the 16 *S. cerevisiae* chromosomes could induce the phenotypic change, we hypothesized that the switch was caused by dosage changes of specific genes on those chromosomes. Consistent with this model, a genetic screen for individual genes on one of these chromosomes (XVI) whose modest overexpression was sufficient to cause the fluffy-to-smooth transition, identified *DIG1* (Tan *et al.* 2013), which encodes a transcriptional repressor in the filamentation MAPK pathway (Cook *et al.* 1996).

Here, we extend our screen genome-wide and identify five additional genes whose overexpression causes fluffy F45 colonies to become smooth. We then use RNA-seq to characterize the transcriptional profiles of the smooth overexpression strains relative to the original F45 strain and look for functional enrichment among the most strongly induced and repressed genes. Several of our results support a model in which regulated changes between a small number of transcriptional states underlie changes in colony morphology. First, all six of the genes identified in our overexpression screens encode regulatory proteins. Second, five of these genes, when overexpressed, induce a single transcriptional response, along with a change in colony morphology, suggesting they influence a common signaling network. Third, the transcriptional responses that we observe include genes, such as *FLO11*, that are known to effect changes in colony morphology.

## Materials and Methods

### Yeast strains and media

Unless noted, standard media and methods were used for growth and genetic manipulation of yeast (Rose 1990). The strains of *S. cerevisiae* used in this study are listed in Table 1.

**Table 1:** Strains used in this study

Strain Name	Progenitor	Genotype	Source
YO1853	F45	*MAT*a *ho∆0*::*hphMX6*, *SPS2*:*EGFP*:*natMX4*, unmapped serine auxotroph, [pRS41K]	Strain (Tan *et al.* 2013), plasmid (Taxis and Knop 2006)
YO1773	F45	*MAT*a *ho∆0*::*hphMX6*, *SPS2*:*EGFP*:*natMX4*, unmapped serine auxotroph, [DIG1-pFA6a-KanMX4]	Tan *et al.* (2013)
YO1829	F45	*MAT*a *ho∆0*::*hphMX6*, *SPS2*:*EGFP*:*natMX4*, unmapped serine auxotroph, [SAN1-p5472]	Ho *et al.* (2009)
YO1832	F45	*MAT*a *ho∆0*::*hphMX6*, *SPS2*:*EGFP*:*natMX4*, unmapped serine auxotroph, [TOS8-p5472]	Ho *et al.* (2009)
YO1835	F45	*MAT*a *ho∆0*::*hphMX6*, *SPS2*:*EGFP*:*natMX4*, unmapped serine auxotroph, [ROF1-p5472]	Ho *et al.* (2009)
YO1845	F45	*MAT*a *ho∆0*::*hphMX6*, *SPS2*:*EGFP*:*natMX4*, unmapped serine auxotroph, [SFL1-p5472]	Ho *et al.* (2009)
YO1849	F45	*MAT*a *ho∆0*::*hphMX6*, *SPS2*:*EGFP*:*natMX4*, unmapped serine auxotroph, [HEK2-p5472]	Ho *et al.* (2009)
YO2111	F45	*MAT*a *ho∆0*::*hphMX6*, *SPS2*:*EGFP*:*natMX4*, unmapped serine auxotroph, [SAN1(R280A)-pRS41k]	Ho *et al.* (2009)
YO780	F13	*MAT*α *ho∆0*::*hphMX6*, *SPS2*:*EGFP*:*natMX4*	This study
YO1737	F13	*MAT*α *ho∆0*::*hphMX6*, *SPS2*:*EGFP*:*natMX4*, *dig1Δ*::*kanMX4*	This study
YO1898	F13	*MAT*α *ho∆0*::*hphMX6*, *SPS2*:*EGFP*:*natMX4*, *san1Δ*::*kanMX4*	This study
YO1902	F13	*MAT*α *ho∆0*::*hphMX6*, *SPS2*:*EGFP*:*natMX4*, *tos8Δ*::*kanMX4*	This study
YO1908	F13	*MAT*α *ho∆0*::*hphMX6*, *SPS2*:*EGFP*:*natMX4*, *rof1Δ*::*kanMX4*	This study
YO1914	F13	*MAT*α *ho∆0*::*hphMX6*, *SPS2*:*EGFP*:*natMX4*, *sfl1Δ*::*kanMX4*	This study
YO1910	F13	*MAT*α *ho∆0*::*hphMX6*, *SPS2*:*EGFP*:*natMX4*, *hek2Δ*::*kanMX4*	This study

### Overexpression screen

In order to perform the overexpression screen using the MoBY plasmid library (Ho *et al.* 2009), we first created pools of plasmids by pinning the master library from 96-well plates to selective (G418) LB Lennox Omnitrays and scraping the colonies from 10 such pinned plates into each pool pellet. Each pool pellet of ∼3 g of cells was split over four Qiafilter Plasmid Maxi Prep columns (Qiagen) per the manufacturer’s protocol.

With an assumed 1000 plasmids per pool, screening 4600 transformants was expected to give us a 99% chance of recovering each plasmid at least once. Based on this, we screened five bioassay trays (YPD with 2% glucose and G418 for plasmid selection) per pool, plating 1000–1500 CFU per tray. Transformations were performed using standard LiAc/DMSO methods. Colony morphology was examined after 4 d of colony growth. Transformants with completely smooth or intermediate, *i.e.*, more smooth than the F45 parent, phenotypes were picked. The frequency of smooth colonies following pool transformation was low (<5%) in all the pools. Transformation using a negative vector control, AB352 (pFA6a, Addgene), did not produce any smooth colonies.

Plasmid DNA was prepared from the smooth strains by standard methods (Hoffman and Winston 1987) and the identity of the overexpressed gene in each strain was then identified by PCR amplification and conventional ABI sequencing of the UPTAG and DNTAG barcodes (Ho *et al.* 2009). Strains with failed sequencing or inconsistent barcodes were removed from further consideration, leaving a set of 292 strains harboring 259 distinct plasmids.

Among the final set of plasmids, only 18 were identified more than once, leaving 241 singletons. The large proportion of single hits could have been due to a high false positive rate and/or failure to saturate the screen. To distinguish between these possibilities, we constructed a new smaller pool (a “singleton” pool) that contained 91 plasmids that came up in the list of single hits. The relative number of smooth *vs.* fluffy colonies resulting from transformation with this singleton pool would help distinguish if the false positive rate was high or if the screen was undersaturated. The transformation plates were almost entirely fluffy with <1% smooths in ∼3000 CFU. This suggested that the singletons observed in the screen were largely false positives, rather than reflecting screen undersaturation.

The 18 plasmids observed more than once in the initial screen were retested by individual transformations of each plasmid into F45, followed by screening for colony morphology. Plasmids that induced a phenotype change were further verified to ensure they contained the correct ORF, based on restriction digest pattern and size confirmation by PCR. Only five genes were verified as positive: *SAN1*, *TOS8*, *YHR177W*, *HEK2*, and *SFL1*. This included all three of the genes isolated >2 times, but only 2 of the 15 genes observed twice.

### RNA preparation and sequencing

After 4 d of growth on YPD (with 2% glucose plus G418 to maintain plasmid selection) plates at 30°, whole colonies, arrayed in a “checkerboard” pattern (Ruusuvuori *et al.* 2014), were harvested by scraping off the surface of the agar plate. To obtain sufficient amounts of RNA, three to five colonies were pooled for each sample, with four replicate samples of each strain.

Following extraction by hot acid phenol (Collart and Oliviero 2001), total RNA from the pooled colonies was quantified by Bioanalyzer (Agilent). Five micrograms of total RNA for each sample was then processed using the Tru-Seq stranded mRNA kit (Illumina) following manufacturer instructions. Individual sequencing libraries were pooled and analyzed by paired-end, 51 nucleotide read sequencing in one lane of an Illumina HiSeq 2000.

### Read-pair alignment

Read-pair alignment for RNA-seq data was carried out against the S288c reference (R64-1-1), with the FASTA and GFF files extended to include noncoding RNAs (ncRNAs) and genes present in F45, but absent in S288c, as described in Cromie *et al.* (2017), using Bowtie2 (version 2.1.0) (Langmead and Salzberg 2012) with the parameters [-N 1 -I 50 -X 450 -p 6–reorder -x -S] and allowing one mismatch per read. For each strain, read alignments were converted to gene counts using featureCounts (version 1.4.0) in the Subread package (Liao *et al.* 2014), with the parameters [-a -o -t gene –g ID –s 2 -T 1 -p -P -d 50 -D 450]. Reads were not filtered based on mapping quality, and thus we have been cautious in our interpretation of counts of genes that have paralogs with similar sequences, or which contain large regions of low sequence complexity. Read sequences and gene count tables are available from the Gene Expression Omnibus under accession GSE98079. Data for the control strain (empty vector) and the *DIG1* overexpression strain have been previously published (Cromie *et al.* 2017) (GSE85843).

### Differential expression analysis

Analysis of differential gene expression was carried out using edgeR [v. 3.6.8] (Robinson *et al.* 2010) based on the tables of raw counts produced by featureCounts (*Materials and Methods*). The table of counts was split into two subtables, with the first consisting of ORFs present in the S288c reference genome (genes with systematic names beginning with “Y”) and the second consisting of the novel F45 genes and ncRNAs. Library sizes were normalized using calcNormFactors, and dispersion parameters were estimated using the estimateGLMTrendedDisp and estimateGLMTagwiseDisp commands. To identify genes differentially expressed between overexpression strains and the F45 empty-vector control, we conducted pairwise testing using the glmFit and glmLRT commands, with a *P*-value cutoff of 0.01 (after Benjamini & Hochberg multiple hypothesis correction, *i.e.*, false discovery rate). Only nuclear-encoded ORFs, present in the reference genome, with median basal expression of at least 1 read per million reads in the F45 empty-vector control were included when plotting log_2_ fold changes on scatterplots, carrying out factor analysis, and calculating regression parameters or correlation coefficients.

### Functional enrichment of gene lists

Functional enrichment of *S. cerevisiae* gene lists was performed using g:Profiler (http://biit.cs.ut.ee/gprofiler/). Holm-Bonferroni corrected enrichment *P*-values <0.05 were accepted, with moderate hierarchical filtering.

### Factor analysis

Factor analysis was carried out using the fa command in the “psych” package of R (version 3.1.1 (R Development Core Team 2014)), with a single factor specified and default parameters. Choice of a single factor was determined from scree and parallel analysis using the nScree command (package “nFactors”). Loadings for the single common factor were calculated using only nuclear-encoded ORFs with median basal expression of at least 1 read per million reads in F45. The loadings were: *DIG1* = 0.731, *SAN1* = 0.883, *TOS8* = 0.206, *ROF1/YHR177W* = 0.812, *SFL1* = 0.894, and *HEK2* = 0.918. Significant nonzero values on the common factor were identified using the general linear model functionality of edgeR (Robinson *et al.* 2010) and applying these loadings (normalized to sum to 1) as the “contrast” terms in the glmLRT command with a *P*-value cutoff of 0.01 (after Benjamini and Hochberg multiple hypothesis correction). Significant nonzero values for the residual *DIG1* profile were identified as the residual from a linear regression between the *DIG1* profile and the common factor. The “contrast” terms for the common factor, multiplied by the regression coefficient, were subtracted from the contrast terms used to calculate the full *DIG1* profile to give the contrast terms producing the residual. The variance explained by the common factor for each overexpression profile was calculated as the variance of the overexpression profile times the communality value from the factor analysis. The communality values were: *DIG1* = 0.534, *SAN1* = 0.780, *TOS8* = 0.042, *ROF1/YHR177W* = 0.659, *SFL1* = 0.799, and *HEK2* = 0.842.

### Data availability

The datasets generated during and/or analyzed in the current study are available in the Gene Expression Omnibus (GEO) under GSE98079.

## Results

### A genetic screen for modulators of biofilm formation

The fact that increased copy number of several chromosomes could modulate fluffy colony morphology (Tan *et al.* 2013) suggested that increased copy number of other genes might regulate the trait in the same way as *DIG1*. To identify such modulators, we performed a large-scale overexpression screen for genes that reduced or eliminated the complex structure of the fluffy colonies. Briefly, we transformed the fluffy, euploid version of F45 from our previous study (Tan *et al.* 2013) with the MoBY plasmid collection, a low copy number (CEN) plasmid library containing 4981 individual ORFs under the transcriptional control of their native promoters (Ho *et al.* 2009). A set of 292 strains harboring 259 distinct plasmids were initially identified as having reduced colony morphology. Only 18 of these plasmids were identified more than once, suggesting either a high frequency of false positives or incomplete library coverage. Since retesting a subset of the singletons indicated that most were false positives (*Materials and Methods*) we proceeded with only the multiply-hit plasmids. The high frequency of false positives may result from the gain of additional copies of chromosomes, a phenomenon known to occur at high frequency in the F45 background and which often results in loss of colony morphology (Tan *et al.* 2013). Alternatively, other mechanisms such as prion-switching (Holmes *et al.* 2013) or high-frequency mutations (Halme *et al.* 2004) may be responsible for loss of colony morphology in the false positives.

After individual retransformation into F45 and assays of colony morphology, five genes were verified: *SAN1*, *TOS8*, *YHR177W*, *HEK2*, and *SFL1*, which we compared to *DIG1*, identified in our previous screen (Tan *et al.* 2013). The strength of the reduction in colony structure varied from very strong (*DIG1*, *SFL1*, *HEK2*), through intermediate (*SAN1*, *YHR177W*), to weak (*TOS8*). These results (Figure 1A) suggested that modest increases in the copy number of these genes, is sufficient to reduce complex colony morphology to varying degrees (*Materials and Methods*). Because of the weak phenotypes associated with overexpressing some of these genes, we further tested their role in colony morphology by deleting them in a different strain background, F13 (Figure 1B). F13 is a strain from the same cross that produced F45 (Tan *et al.* 2013) and forms colonies that are smooth in the center and structured on the periphery. Our results from F45 suggested that the genes we identified in the overexpression screen(s) suppress colony structure, and consistent with this, deletion of these genes in F13 increased the degree of colony structure in that genetic background (Figure 1B).

**Figure 1:**
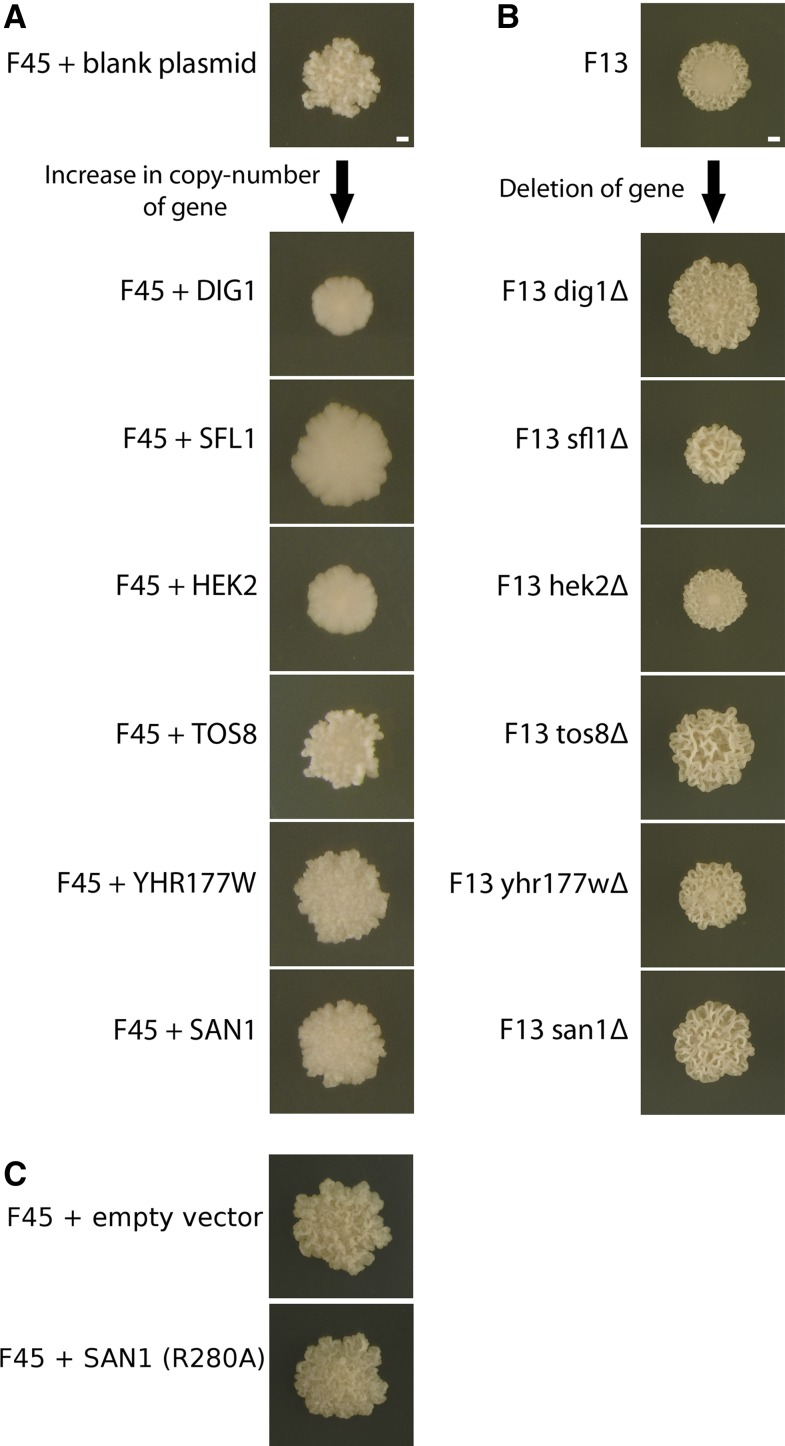
Effects of overexpressing and deleting genes identified in screen for modulators of the fluffy phenotype. (A) Increase in copy number of *DIG1*, *SFL1*, *HEK2*, *ROF1/YHR177W*, *SAN1*, and *TOS8* leads to a reduction in fluffy morphology in strain F45, grown on YPD with 2% glucose. (B) Deletion of *DIG1*, *SFL1*, *HEK2*, *ROF1/YHR177W*, *SAN1*, and *TOS8* leads to an increase in fluffy morphology in strain F13, grown on YPD with 1% glucose. (C) When the catalytically dead *san1-R280A* allele is overexpressed in F45, colonies remain fluffy.

Three of the five genes identified in our screen have known links to complex colony phenotypes. *SFL1* encodes a transcriptional repressor of the cell-surface flocculation genes, which are important for complex colony formation (Lo and Dranginis 1998; Guo *et al.* 2000; Conlan and Tzamarias 2001; Halme *et al.* 2004; Granek and Magwene 2010; Voordeckers *et al.* 2012). *YHR177W* is a paralog of *MIT1*, which encodes a transcriptional regulator of pseudohyphal growth (Cain *et al.* 2012), and is an ortholog of *WOR1*, a master regulator of the white-opaque phenotypic switch in *Candida albicans* (Zordan *et al.* 2006). Interestingly, while *YHR177W* has been shown to encode a protein having DNA-binding properties (Cain *et al.* 2012), its effect on colony morphology in the Σ1278b strain background was unclear, with deletion reducing complex colony morphology in one study (Furukawa *et al.* 2011) but having little effect in another (Cain *et al.* 2012). Owing to its identification in our screen, we have given *YHR177W* the name *ROF1* (Regulator Of Fluffy1). *HEK2* encodes an RNA-binding protein which regulates the flocculin *FLO11*, first via regulation of the *ASH1* mRNA transcript, which specifies differential gene expression in mother *vs.* daughter cells, and also through a second, posttranscriptional mechanism (Irie *et al.* 2002; Wolf *et al.* 2010).

To the best of our knowledge, the remaining two genes from our screen have not been previously shown to influence colony morphology. *SAN1* encodes a ubiquitin ligase involved in targeting aberrant nuclear proteins to the proteasome for degradation (Dasgupta *et al.* 2004; Gardner *et al.* 2005). *TOS8* encodes a homeodomain-containing transcription factor whose targets include a statistically significant enrichment for genes involved in bud growth (Horak *et al.* 2002).

For one of these genes, *SAN1*, reagents were available to test whether the catalytic activity of the encoded protein played a role in its effect on colony morphology. To test whether the phenotypic effect of *SAN1* overexpression was dependent on the function of San1 as a ubiquitin ligase, we overexpressed an allele (*san1-R280A*, kind gift of Dr. Richard Gardner) with a single amino acid change in the RING domain that inactivates the protein’s ubiquitin ligase activity without altering protein structure (Fredrickson *et al.* 2013). In contrast to overexpression of fully functional *SAN1*, overexpression of the catalytically dead *san1-R280A* allele had no phenotypic effect, with F45 colonies remaining as fluffy as the vector-alone control (Figure 1C). Therefore, the effect of *SAN1* copy number appears to be mediated through its ubiquitin ligase activity.

### A common transcriptional profile characterizes most of the overexpression strains

Because four of the six genes (including *DIG1*) identified in our overexpression screen are known or putative transcription factors, differences in RNA expression levels could help explain their influence on colony morphology. To investigate this, we began by comparing the mRNA expression patterns of each of the smooth overexpression strains to the fluffy progenitor (F45). Briefly, we isolated total RNA from single colonies growing on solid medium and prepared libraries to measure stranded mRNA using the Illumina TruSeq method (*Materials and Methods*). 

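The libraries analysed here came from the 5 strains overexpressing *SFL1*, *HEK2*, *SAN1*, *ROF1*, or *TOS8*, with 4 replicate samples per strain. Each sample pooled 3 to 5 colonies harvested after 4 d on YPD with 2% glucose at 30°, and 5 µg of total RNA from it went into a stranded mRNA library. The authors aligned the paired 51 nucleotide reads with Bowtie2 (version 2.1.0) to the S288c reference extended with ncRNAs and with F45 genes that S288c lacks. They deposited the number of read pairs that featureCounts (version 1.4.0) assigned to each feature on its own strand, as raw counts without normalization and without a filter on mapping quality. The F45 vector control and the *DIG1* strain, whose libraries belong to an earlier study, were not analysed here, and every comparison is therefore between overexpression strains. Total counts ranged from 6027147 to 35027485 per library, with a median of 16474114. The median was 16474114 in the *SFL1* strain, 27771660 in the *HEK2* strain, 10829738 in the *SAN1* strain, 11877194 in the *ROF1* strain, and 22761754 in the *TOS8* strain. The 5772 of 6575 ORFs with a median of at least 1 CPM (read counts scaled to the library total) over the 20 libraries were tested. Library sizes were normalized by the TMM method within the ORFs, and fold changes were estimated with all 20 libraries in one edgeR fit. No chromosome in any library had a median shifted by more than 0.0542 on the log2 scale, against a shift of 0.5 set as the threshold for a gained chromosome.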

Each smooth overexpression strain showed a substantial number of genes that were significantly differentially expressed relative to the fluffy F45 vector-alone control (multiple hypothesis corrected *P* < 0.01: *DIG1* = 1976; *HEK2* = 2668; *SAN1* = 1630; *SFL1* = 2385; *TOS8* = 722; *ROF1* = 1567) (Supplemental Material, Table S1). 

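Compared with each other, the 5 strains also differed in many genes. At a false discovery rate below 0.01 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 2787 of 5772 ORFs (48.3%) differed between the *TOS8* strain and the mean of the other 4 strains, with 1417 higher and 1370 lower in the *TOS8* strain. The number of ORFs differing from the *TOS8* strain was 2753 for the *HEK2* strain, 2502 for the *SFL1* strain, 1789 for the *ROF1* strain, and 1754 for the *SAN1* strain. Among these 4 strains, 1056 ORFs differed between *HEK2* and *ROF1*, 881 between *SFL1* and *ROF1*, 688 between *HEK2* and *SAN1*, and 525 between *SFL1* and *SAN1*. The smallest numbers were 249 ORFs between *SFL1* and *HEK2* and 17 between *SAN1* and *ROF1*. Requiring a fold change above 1.5 as well moved the first of these counts most, from 2787 to 504 ORFs, with 343 higher and 161 lower. Libraries of different strains that share a replicate number deviated from their strain means with a mean correlation of 0.114 across ORFs. The value for libraries with different numbers, -0.0381, is largely set by the centring on strain means and is no separate baseline. With the replicate number as a block in the fit, 2880 ORFs differed between the *TOS8* strain and the other 4. The pairwise counts with *TOS8* were then 2832 for *HEK2*, 2642 for *SFL1*, 1980 for *ROF1*, and 1973 for *SAN1*. Under the same block, 1143 ORFs differed between *HEK2* and *ROF1*, 947 between *SFL1* and *ROF1*, 808 between *HEK2* and *SAN1*, 571 between *SFL1* and *SAN1*, 324 between *SFL1* and *HEK2*, and 9 between *SAN1* and *ROF1*.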

Notably, significant differential expression was seen in the *SAN1* and *HEK2* overexpression strains, despite the fact that these genes do not encode transcription factors.

Comparing the differential expression profiles of these strains identified substantial correlations between the *ROF1*, *HEK2*, *SFL1*, *SAN1*, and, to a lesser extent, *DIG1* overexpression patterns, but little correlation between the strain overexpressing *TOS8* and any of the others (Table 2). 

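With the *TOS8* strain as the reference in place of F45, correlations across the ORFs were computed for the other 4 strains. The 4 *TOS8* libraries were divided 2 and 2 between the profiles being correlated, so that no library entered both, and R was averaged over the 6 ordered divisions. R was 0.854 for *SFL1* and *HEK2* (jackknife SE over the replicate numbers 0.0273) and 0.83 for *SAN1* and *ROF1* (SE 0.0283). It was 0.797 for *HEK2* and *SAN1* (SE 0.0421), 0.751 for *HEK2* and *ROF1* (SE 0.0522), 0.750 for *SFL1* and *SAN1* (SE 0.0613), and 0.707 for *SFL1* and *ROF1* (SE 0.0601). Genes are not independent replicates, so no p-value was attached to R. Each profile contains the *TOS8* strain's own differences with opposite sign, and how much of R this accounts for cannot be measured without F45. With all 4 *TOS8* libraries in both profiles, R for *SFL1* and *HEK2* was 0.892. The Spearman coefficient for *SAN1* and *ROF1* was 0.787, and the alternative that moved R most, the use of ncRNAs and nonreference mRNAs, is given with those features.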

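In the *SFL1* strain, 57 of the ORFs that differed from the *HEK2* strain were higher and 192 were lower. Of all 5772 ORFs tested, 1102 (19.1%) had normalized counts that did not overlap between the 2 strains, against 2.86% by chance. *AQY1* (YPR192W, chromosome XVI, 921860 to 922777) had 18.9 ± 1.18 CPM (SD, n = 4) in the *SFL1* strain and 113 ± 10.2 (SD, n = 4) in the *HEK2* strain, a log2 fold-change of -2.59 (SE 0.15, adjusted p = 8.6e-11, edgeR's quasi-likelihood test). *FDH1* (YOR388C, chromosome XV, 1071793 to 1072923) had 16.7 ± 1.67 CPM (SD, n = 4) in the *SFL1* strain and 4.60 ± 1.56 (SD, n = 4) in the *HEK2* strain, a log2 fold-change of 1.81 (SE 0.18, adjusted p = 9.9e-07, same test). *PBI1* (YPL272C) was also among the genes with the largest rise in the *SFL1* strain, with a log2 fold-change of 0.94, and *FLO11* (YIR019C) fell by 2.36. These 4 genes kept adjusted p-values of 2.3e-06 or less with the replicate number as a block; same-numbered *SFL1* and *HEK2* libraries deviated together with a correlation of 0.286. Between the *SAN1* and *ROF1* strains, 15 ORFs were higher and 2 lower in the *SAN1* strain, and the normalized counts of 510 of all tested ORFs (8.84%) did not overlap. The gene with the largest rise was *MKC7* (YDR144C, chromosome IV, 744311 to 746101), the annotated neighbour of *SAN1*, with 191 ± 19.3 CPM (SD, n = 4) in the *SAN1* strain and 56.1 ± 7.99 (SD, n = 4) in the *ROF1* strain, a log2 fold-change of 1.77 (SE 0.12, adjusted p = 4.7e-09). *SHM2* (YLR058C) rose by 0.68 (adjusted p = 0.0068) and YER079W fell by 0.36 (adjusted p = 0.0080). Neither of the last pair passed the threshold with the block (adjusted p = 0.011 for each), where the correlation of same-numbered libraries was 0.0882, whereas *MKC7* did (adjusted p = 7.7e-10). The count of 17 ranged from 3 with only the libraries compared to 233 at a false discovery rate of 0.05, with 9 under the block, 80 with edgeR's likelihood ratio test, and 157 with DESeq2, and from 3 to 116 in the fits that each left out 1 library.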

In particular, the differential expression profiles of the *HEK2* and *SFL1* strains (*R* = 0.86) and the *SAN1* and *ROF1* strains (*R* = 0.84) were very similar, despite the fact that genes in each pair encode one transcription factor and one protein with a different function. One possible explanation for these correlated pairs is that overexpression of the nontranscription factor leads to increased expression of the transcription factor, resulting in the same transcriptional profile as when the transcription factor is directly overexpressed from the plasmid. However, we found that for both pairs of genes with highly similar expression profiles (*HEK2-SFL1* and *SAN1-ROF1*), the expression level of one gene in the pair was essentially unperturbed by the overexpression of the other (Table 3).

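Transcripts of the gene on each plasmid were counted in every library. *SFL1* (YOR140W, chromosome XV, 586981 to 589281) had 235 ± 5.00 normalized CPM (SD, n = 4) in its own overexpression strain and means between 47.0 and 59.7 in the other 4 strains, a log2 fold-change of 2.19 (SE 0.04, adjusted p = 9.5e-20, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *HEK2* (YBL032W, chromosome II, 160184 to 161329) had 265 ± 26.3 in its own strain and between 81.1 and 88.9 elsewhere, a change of 1.61 (SE 0.05, adjusted p = 2.9e-16). *SAN1* (YDR143C, chromosome IV, 742042 to 743874) had 98.3 ± 4.22 in its own strain and between 37.4 and 44.9 elsewhere, a change of 1.29 (SE 0.04, adjusted p = 1.2e-14). *ROF1* (YHR177W, chromosome VIII, 456591 to 457952) had the lowest counts of the 5, with 25.6 ± 3.10 in its own strain and between 9.02 and 10.0 elsewhere, a change of 1.42 (SE 0.09, adjusted p = 2.5e-09). *TOS8* (YGL096W, chromosome VII, 325331 to 326161) had 292 ± 18.5 in its own strain and between 53.6 and 86.1 elsewhere, a change of 2.17 (SE 0.04, adjusted p = 8.5e-20). For the partners, each gene was compared between the strain overexpressing its partner and the mean of the 3 remaining strains. *SFL1* changed by 0.08 in the *HEK2* strain (SE 0.05, adjusted p = 0.18) and *HEK2* by 0.05 in the *SFL1* strain (SE 0.05, adjusted p = 0.50). *ROF1* changed by -0.14 in the *SAN1* strain (SE 0.12, adjusted p = 0.47) and *SAN1* by -0.12 in the *ROF1* strain (SE 0.05, adjusted p = 0.088). In the 16 fits that each left out 1 library, these 4 values stayed between -0.23 and 0.11, and none passed the threshold. *MIT1* (YEL007W), the paralog of *ROF1*, was not raised in the *ROF1* strain (log2 fold-change -0.19, SE 0.06, adjusted p = 0.023). With the replicate number as a block, the changes of the plasmid genes were 2.19, 1.61, 1.29, 1.42, and 2.17 in the same order, with adjusted p-values of 1.5e-09 or less, and those of the partners had adjusted p-values between 0.094 and 0.50. The *TOS8* gene was in addition higher in the *SFL1* strain than in the *SAN1* and *ROF1* strains, by 0.62 (SE 0.05, adjusted p = 3.5e-08), or by 0.63 with the block, where same-numbered *SFL1* libraries had a correlation of 0.218 with *SAN1* and 0.291 with *ROF1*.

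**Figure D1:**
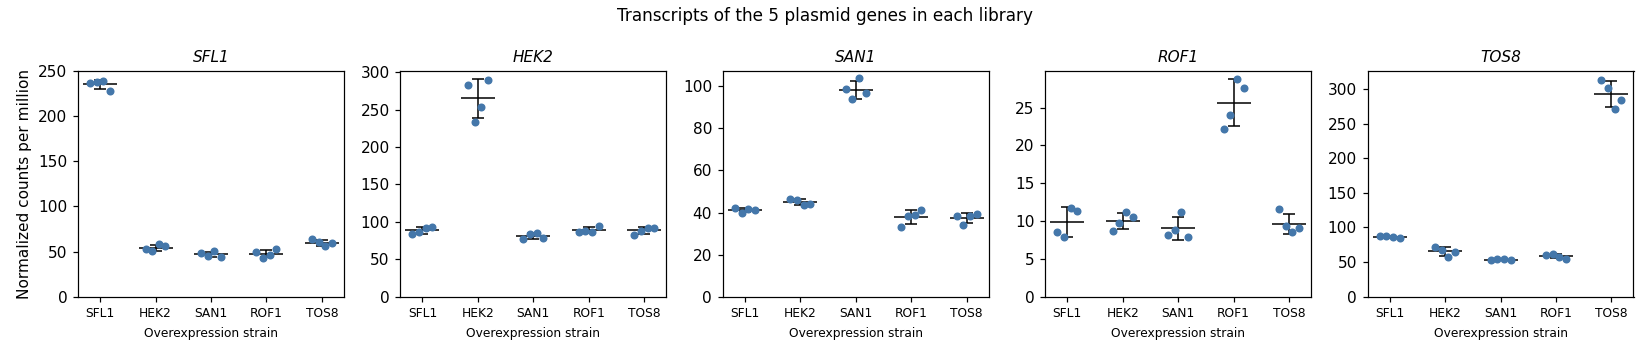
Normalized CPM of the 5 plasmid genes (vertical axis, 1 panel per gene) in the 4 libraries of each overexpression strain (horizontal axis). Points are libraries, and horizontal lines with bars are the mean and SD. In each panel the strain carrying that gene's plasmid lies above the others, with a mean of 25.6 for *ROF1* and 292 for *TOS8*.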

**Table 2:** Correlation (R) between differential gene expression profiles (relative to F45) of overexpression strains

	DIG1	SFL1	HEK2	SAN1	ROF1	TOS8
DIG1		0.70	0.65	0.66	0.49	0.42
SFL1	0.70		0.86	0.74	0.67	0.15
HEK2	0.65	0.86		0.79	0.72	0.09
SAN1	0.66	0.74	0.79		0.84	0.24
ROF1	0.49	0.67	0.72	0.84		0.20
TOS8	0.42	0.15	0.09	0.24	0.20	

**Table 3:** Expression change for each of the genes from our screen in each overexpression strain, relative to F45 (log_2_ fold-change)

	Overexpression Strain					
Gene	DIG1	SFL1	HEK2	SAN1	ROF1	TOS8
DIG1	2.11	−0.11	0.16	−0.03	−0.11	0.10
SFL1	−0.14	2.23	0.10	−0.10	−0.09	0.24
HEK2	−0.07	0.06	1.63	−0.07	0.06	0.06
SAN1	−0.17	0.07	0.19	1.32	−0.05	−0.08
ROF1	−0.06	0.23	0.21	0.05	1.58	0.14
TOS8	−0.04	0.54	0.15	−0.14	−0.02	2.31

To further explore the observed correlations between the RNA expression profiles of many of our overexpression strains, we carried out common factor analysis (*Materials and Methods*). Factor analysis seeks to explain correlations between observed variables (*e.g.*, the individual global expression patterns of our overexpression strains) in terms of a potentially smaller number of unobserved variables called factors or latent variables. Each observed variable is explained as a linear combination of these latent factors plus residual effects unique to the observed variable (including noise).

Applying common factor analysis to our transcriptional profiles identified a single strongly significant common factor in the data (Figure S1). This factor explained most of the variance in the *ROF1*, *HEK2*, *SFL1*, and *SAN1* strains and left a similar level of residual variance in each strain, suggesting this residual variance might largely reflect a common level of noise rather than substantial strain-specific effects on expression (Figure 2). 

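A factor analysis was run on the profiles of the *SFL1*, *HEK2*, *SAN1*, and *ROF1* strains relative to the *TOS8* strain, by maximum likelihood with 1 factor over 5772 ORFs. The loadings were 0.897 for *SFL1* (jackknife SE 0.0291), 0.931 for *HEK2* (SE 0.0127), 0.926 for *SAN1* (SE 0.0209), and 0.890 for *ROF1* (SE 0.0578). The factor accounted for 80.5% of the variance of the *SFL1* profile, 86.7% for *HEK2*, 85.7% for *SAN1*, and 79.2% for *ROF1*. The variance of the log2 fold-changes was 0.172 in the *SFL1* profile, 0.203 in *HEK2*, 0.116 in *SAN1*, and 0.115 in *ROF1*. Left unexplained was a variance of 0.0336 for *SFL1*, 0.0269 for *HEK2*, 0.0166 for *SAN1*, and 0.0239 for *ROF1*. The eigenvalues of the correlation matrix were 3.49, 0.306, 0.109, and 0.0975. As all 4 profiles were taken relative to the same *TOS8* libraries, the *TOS8* strain's own differences and their replicate error are part of the shared variance. Loadings from ncRNAs and nonreference mRNAs in place of ORFs moved *ROF1* the most, to 0.664. Without each replicate number in turn, the loading of *ROF1* ranged from 0.820 to 0.903, the widest range of the 4.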

The common factor also explained approximately half of the variance in the *DIG1* strain (variance explained = 53%), leaving a substantially higher degree of residual variance for *DIG1* than for the *ROF1*, *HEK2*, *SFL1*, and *SAN1* overexpression strains (Figure 2). As expected from the lack of significant correlation between the *TOS8* and other profiles, the latent factor explained almost none of the *TOS8* differential expression pattern (variance explained = 4%). 

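How far each of the *SFL1*, *HEK2*, *SAN1*, and *ROF1* strains lay along a shared profile was measured without F45. For each pair of strains, an axis was made from the mean profile of the remaining 2 of the 4, relative to the *TOS8* strain. Each library's position was the slope of the regression of its own profile relative to *TOS8* on that axis. A position of 0 is thus the *TOS8* strain and not F45, and the *TOS8* strain's own differences are part of every axis and profile. As each pair has its own axis, the 6 differences are not on a single scale. Positions of the *HEK2* strain averaged 1.15 ± 0.0937 (SD, n = 4) and those of the *ROF1* strain 0.812 ± 0.195 (SD, n = 4), a difference of 0.341 (exact two-sided permutation test, p = 0.0571; 0.171 after Benjamini-Hochberg adjustment over the 6 pairs). The difference between *HEK2* and *SAN1* was 0.292, with the same exact permutation p-values. *SFL1* lay 0.192 above *ROF1* (p = 0.114, adjusted 0.229, exact permutation test) and 0.145 above *SAN1* (p = 0.229, adjusted 0.274). The difference of *SFL1* from *HEK2* was -0.148 (exact permutation p = 0.200, adjusted 0.274). *SAN1* and *ROF1* differed by 0.0418 (exact permutation p = 0.686, adjusted 0.686), less than the SD between their replicates. The first 5 of these differences had the same direction within each of the 4 replicate numbers, for which the exact sign-flip test over the numbers, which treats the number as a block, gives p = 0.125, the smallest p that 4 numbers allow. For *SAN1* and *ROF1* the same exact test gave p = 0.750, and same-numbered libraries of *HEK2* deviated with a correlation of 0.149 to those of *SAN1* and 0.108 to those of *ROF1*. When the axis and positions were computed from ncRNAs and nonreference mRNAs, the first 5 differences passed the threshold of 0.05 after adjustment (p = 0.0343 for each, exact permutation test) and ranged from -0.116 to 0.363.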

Taken together, these data suggest that overexpression of *ROF1*, *HEK2*, *SFL1*, and *SAN1* induces a single expression profile (the common factor), although to differing extents, as the slopes of linear regressions between the common factor and the transcriptional profiles of these strains varied from 0.24 for *ROF1* to 0.39 for *HEK2* (Figure 3). In contrast, the effect of *DIG1* overexpression appears to reflect a combination of the common factor and substantial differential expression specific to the *DIG1* strain (Figure 4A), while overexpression of *TOS8* induces a completely distinct profile (Figure 4B). Thus, it appears that a very limited number of transcriptional states are observed in the six overexpression strains: a profile unique to the *TOS8* strain, a single transcriptional state induced to varying extents by the *ROF1*, *HEK2*, *SFL1*, and *SAN1* strains, and a profile unique to the *DIG1* strain, which appears to reflect the common factor along with additional *DIG1*-specific transcriptional effects.

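Genes of the *TOS8* strain were compared with the mean of the *SFL1*, *HEK2*, *SAN1*, and *ROF1* strains, while its profile relative to F45 was not analysed here. Of all 5772 ORFs tested, 1215 (21.0%) had normalized counts that did not overlap between the 4 *TOS8* libraries and the other 16, against 0.0413% by chance. The largest rise was in YDR222W (chromosome IV, 910054 to 911301), with 91.1 ± 11.9 CPM (SD, n = 4) in the *TOS8* strain and means between 11.7 and 19.7 in the others, a log2 fold-change of 2.60 (SE 0.20, adjusted p = 1.9e-09, edgeR's quasi-likelihood test). *ADY2* (YCR010C, chromosome III, 132273 to 133124) rose by 2.22 (SE 0.16, adjusted p = 8.0e-10), from means between 193 and 362 to 1384 ± 424 CPM (SD, n = 4). YCL048W-A rose by 2.18 from lower counts, with 15.6 ± 3.05 CPM (SD, n = 4) in the *TOS8* strain. The largest fall was in *MKC7* (YDR144C), with 20.7 ± 5.38 CPM (SD, n = 4) and a log2 fold-change of -1.94 (SE 0.11, adjusted p = 5.4e-11); as *MKC7* is raised in the *SAN1* strain, it was also compared with the other 3 strains alone, where it fell by 1.52 (adjusted p = 9.6e-10), less than the 2 genes that follow. *GIT1* (YCR098C) fell by 1.84 to 9.95 ± 1.13 CPM (SD, n = 4), and *VEL1* (YGL258W) fell by 1.74 to 2.28 ± 0.711 (SD, n = 4). Against those 3 strains alone *GIT1* fell by 1.79 and *VEL1* fell by 1.84. With the replicate number as a block, the largest adjusted p-value of these 6 genes was 2.3e-05, for *VEL1*, and YDR222W changed by 2.67. The correlation of same-numbered libraries that include *TOS8* was highest with *ROF1*, at 0.130, and lowest with *SAN1*, at -0.0879.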

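If the 4 strains hold a single profile to differing extents, differences between pairs of them lie along a line, and the control cancels from each difference. In all, 3 such correlations were computed across ORFs from 16 libraries, with no library in both differences. The difference *HEK2* minus *SAN1* correlated with *SFL1* minus *ROF1* with R = 0.524 (jackknife SE 0.0197), or 27.4% of the variance. *HEK2* minus *ROF1* correlated with *SFL1* minus *SAN1* with R = 0.501 (SE 0.0208), or 25.1% of the variance. *HEK2* minus *SFL1* and *SAN1* minus *ROF1*, which set apart the strains most alike, had R = 0.0299 (SE 0.0415). With replicates divided 2 and 2, a check chosen after seeing the values, a difference from 2 of them correlated with the same difference from the other 2 with R = 0.654 for *HEK2* minus *SAN1*, 0.819 for *SFL1* minus *ROF1*, 0.723 for *HEK2* minus *ROF1*, and 0.738 for *SFL1* minus *SAN1*. It was 0.681 for *HEK2* minus *SFL1* and 0.319 for *SAN1* minus *ROF1*, so both reproduce in part. The covariance behind the third correlation equals that of the first minus that of the second. Its R of 0.0299 therefore restates that those 2 are nearly equal and is no separate test of a single profile. Along the axis from *SFL1* and *HEK2*, *SAN1* and *ROF1* lay only 0.0418 apart. A single profile would thus put little into their difference. Without each replicate number in turn, the 3 correlations ranged from 0.492 to 0.520, from 0.465 to 0.497, and from 0.00387 to 0.0704. The use of ncRNAs and nonreference mRNAs moved the first 2 most, to 0.307 and 0.291. The paper works from correlations, factor analysis, and regressions and plots against the common factor, all relative to F45 (Table 2 and Figures 2 to 4). From these it proposes that a small number of transcriptional states is seen.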

**Figure 2:**
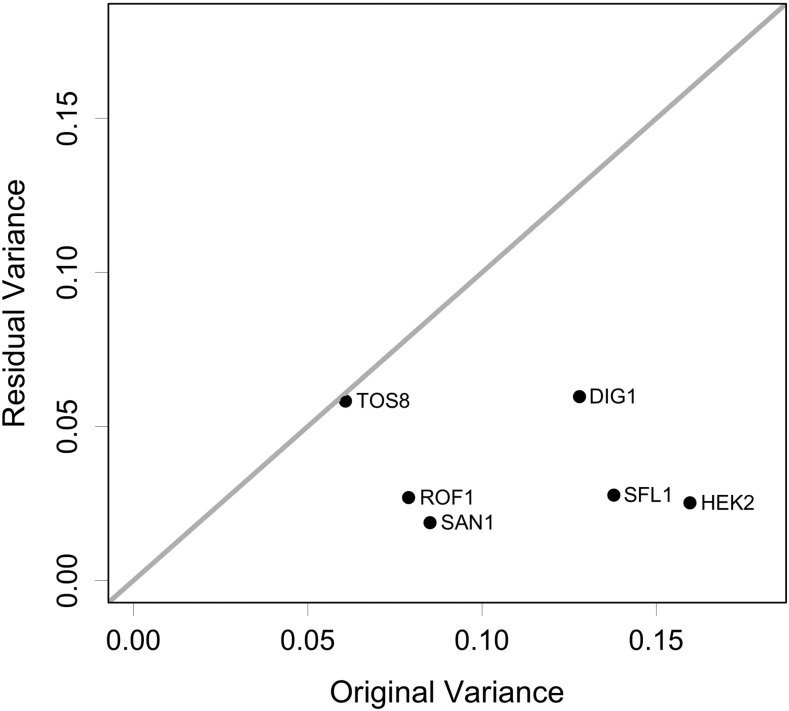
Initial variance in each overexpression strain (variance of log_2_ fold-change relative to F45) and residual variance unexplained by the common factor (using the communality values from factor analysis).

**Figure 3:**
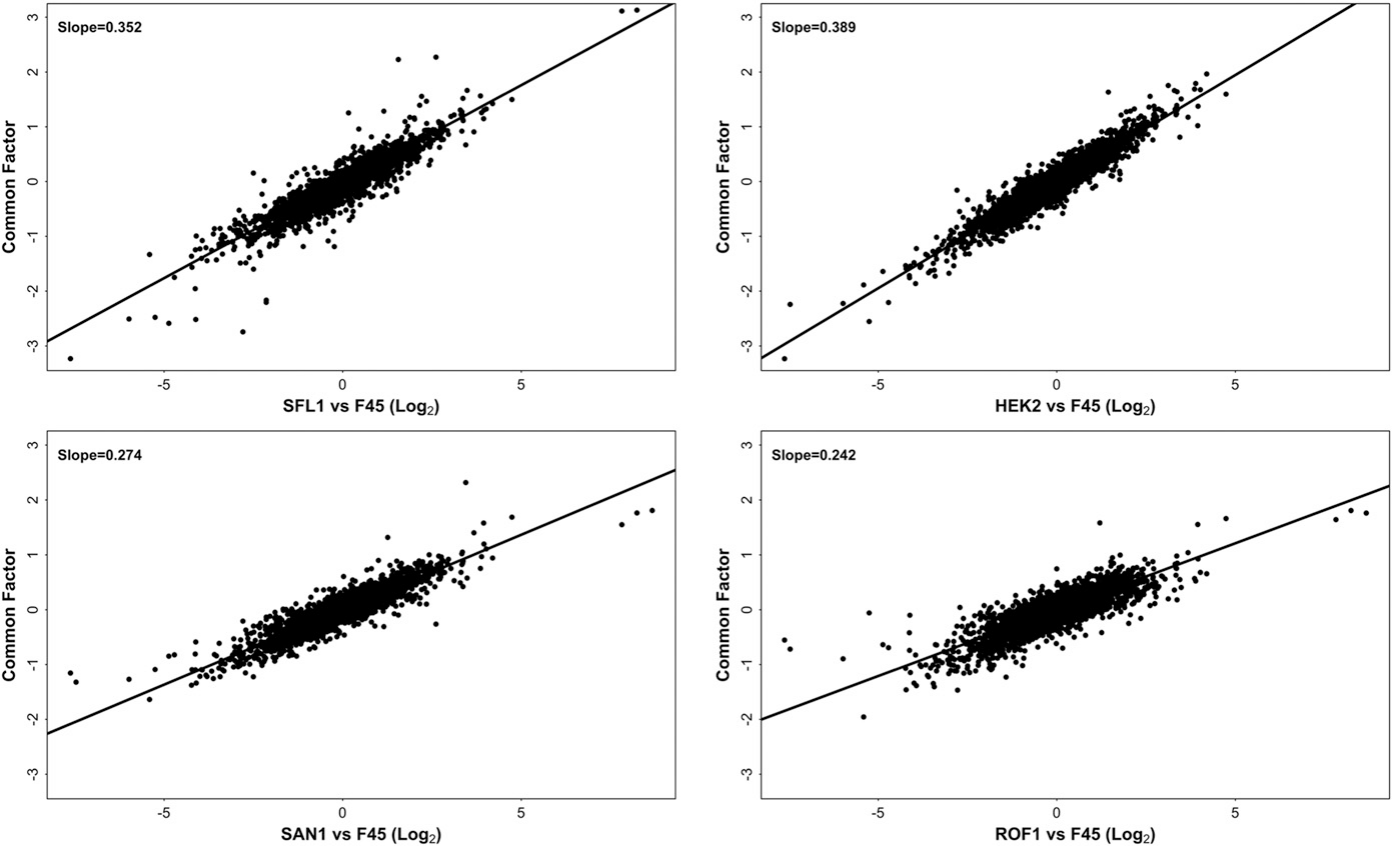
*SFL1*, *HEK2*, *SAN1*, and *ROF1* overexpression profiles (relative to F45) *vs.* the common factor, showing linear regression line and slope.

**Figure 4:**
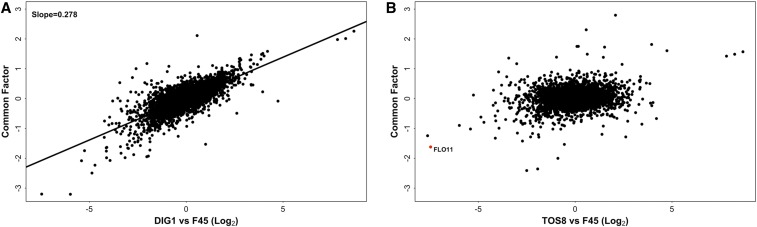
(A) *DIG1* overexpression profile (relative to F45) *vs.* the common factor, with linear regression line and slope. (B) *TOS8* overexpression profile (relative to F45) *vs.* the common factor.

### Potential role of smooth *vs.* fluffy colony environment on gene expression

Because overexpression of all of the genes identified in our genetic screen elicited a common phenotypic response, colonies that are less fluffy than their F45 progenitor, one possible explanation for their similar expression profiles, could be a common response to the smooth *vs.* fluffy colony state or “environment.” For example, complex colonies have a larger surface area to volume ratio than smooth colonies and contain internal cell-free spaces (Sťovíček *et al.* 2012), differences that could alter nutrient and oxygen availability for cells in the two colony types. To test this possibility, we compared the RNA expression profiles of the overexpression strains to our previously published gene expression data for F45 colonies with deletions of two genes, *CIS3* and *FLO11*, which cause F45 colonies to become smooth (although maintaining irregular edges) (Cromie *et al.* 2017). Our previous results suggested that the *CIS3* deletion (*cis3*Δ) provided the cleanest readout of the smooth colony environment, and that this environment does not substantially alter gene expression. Consistent with this result, correlations between the *cis3*Δ and our overexpression profiles were very poor (Table 4), suggesting that the smooth colony environment does not appear to drive the differential gene expression patterns seen in our overexpression strains. We did observe some modest correlations between *flo11*Δ and our overexpression profiles (Table 4). However, *flo11*Δ appears to have effects on the expression of genes involved in colony morphology signaling pathways, rather than just reflecting gene expression associated with the smooth colony state (Cromie *et al.* 2017). These effects are likely to explain the modest correlations between *flo11*Δ and our overexpression profiles.

**Table 4:** Correlation (R) between differential gene expression profiles (relative to F45) of overexpression strains and those of *CIS3* and *FLO11* deletions

	FLO11	CIS3
DIG1	0.36	−0.08
SFL1	0.42	−0.07
HEK2	0.44	−0.05
SAN1	0.29	−0.04
ROF1	0.20	−0.01
TOS8	0.01	0.08

### Shared features of the common factor and TOS8 transcription profiles

Analysis of our overexpression strains identified three independent transcriptional profiles: the common factor, the *TOS8* profile, and the *DIG1* residual profile. Both the common factor and the *TOS8* overexpression profile are associated with a reduction in structured colony morphology. *DIG1* overexpression is also associated with this morphological change but, because the *DIG1* overexpression profile consists of the common factor combined with a *DIG1*-specific residual expression profile, the relationship between the *DIG1* residual profile and colony morphology was not as clear. Therefore, to identify transcriptional changes commonly associated with the fluffy-to-smooth transition, we compared the *TOS8* overexpression profile and the common factor.

First, we functionally characterized the two expression profiles, individually, by looking for gene ontology (GO) term, transcription factor target, and metabolic/regulatory pathway enrichment among the sets of genes significantly (*P* < 0.01, after multiple hypothesis correction) and strongly (>1.5-fold) induced and repressed in each profile (Table S2 and Table S3). This analysis identified several overlapping features of GO term and pathway enrichment. In both profiles, cell periphery genes were overrepresented among induced genes, and genes encoding anchored components of the membrane and reproductive genes were overrepresented among repressed genes. In both the *TOS8* and common factor profiles, MAPK signaling genes were significantly overrepresented among genes repressed in the smooth colonies, as were genes involved in mating. 

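The genes that the paper lists as repressed or induced in each profile were followed across the 5 strains as the mean log2 CPM over each list. Of the 188 genes repressed in the common factor (Table S2), 153 were tested here, and their mean level was 0.63 higher in the *TOS8* strain than in the other 4 strains (exact two-sided permutation test of 4 libraries against 16, p = 0.000206, the smallest p it can give; 0.000413 after Benjamini-Hochberg adjustment over 8 lists). The 97 tested genes induced in the common factor were lower in the *TOS8* strain, with a difference of -0.60. The lists of the *TOS8* profile (Table S3) moved the other way, with a difference of -0.48 for 70 repressed genes and 0.71 for 83 induced genes. These 3 differences had the same exact permutation p, and each of the 4 had the same sign against every one of the 4 strains. With libraries permuted only within replicate numbers, as a block, the exact p was 0.0016 for each, again the smallest possible. The lists were called by the paper on these libraries together with F45, so the tests describe the lists and are not independent of them. A filter at a median of 10 CPM moved the difference of the genes induced in the *TOS8* profile to 0.65. Of the 153 genes repressed in the common factor, 108 were significantly higher and 9 lower in the *TOS8* strain with adjustment over all ORFs, and 113 and 9 with adjustment over the list. The 8 MAPK signaling genes named in that list had mean levels of 5.23 ± 0.05 (SD, n = 4) in the *SFL1* strain, 5.60 ± 0.12 in *HEK2*, 5.77 ± 0.11 in *TOS8*, 6.18 ± 0.05 in *SAN1*, and 6.29 ± 0.14 in *ROF1*. The 8 MAPK signaling genes among those repressed in the *TOS8* profile had mean levels of 5.87 ± 0.05 (SD, n = 4) in the *SFL1* strain, 6.39 ± 0.11 in *HEK2*, 5.86 ± 0.17 in *TOS8*, 6.95 ± 0.07 in *SAN1*, and 6.84 ± 0.08 in *ROF1*.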

One of the pathways known to induce complex colony morphology is the filamentation MAPK cascade, and the components of this pathway overlap to a large extent with the mating/pheromone-response pathway (Roberts and Fink 1994; Chou *et al.* 2006; Cullen and Sprague 2012).

We hypothesized that the genes consistently upregulated or consistently downregulated in both the common factor and the *TOS8* overexpression profile might include genes involved in the common change in colony morphology associated with both profiles. 

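*FLO11* (YIR019C) lies on chromosome IX from 389572 to 393675. Its transcripts numbered 814 ± 93.5 normalized CPM (SD, n = 4) in the *SFL1* strain, 4165 ± 764 in the *HEK2* strain, 7864 ± 1209 in the *SAN1* strain, 11914 ± 1289 in the *ROF1* strain, and 6383 ± 641 in the *TOS8* strain. The *SFL1* strain was below the mean of the other 4 strains by a log2 fold-change of -3.12 (SE 0.13, adjusted p = 1.9e-13, edgeR's quasi-likelihood test), and each of its 4 libraries was below the other 16. The *TOS8* strain was above the mean of the other 4 by 0.60 (SE 0.10, adjusted p = 2.6e-05), a mean that includes the low *SFL1* strain. Taken singly, the *HEK2* strain differed from the *TOS8* strain by -0.62 (SE 0.13, adjusted p = 0.00036), the *SAN1* strain by 0.30 (SE 0.13, adjusted p = 0.061), and the *ROF1* strain by 0.90 (SE 0.13, adjusted p = 1.8e-05). Whether these levels lie below that of F45 was not analysed here, as the control is not among the libraries. In the 20 fits that each left out 1 library, the change in the *SFL1* strain ranged from -3.19 to -3.07 and that in the *TOS8* strain from 0.53 to 0.64. Both were similar with the replicate number as a block (-3.12 and 0.61), where same-numbered libraries of these 2 strains had a correlation of 0.0361.

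**Figure D2:**
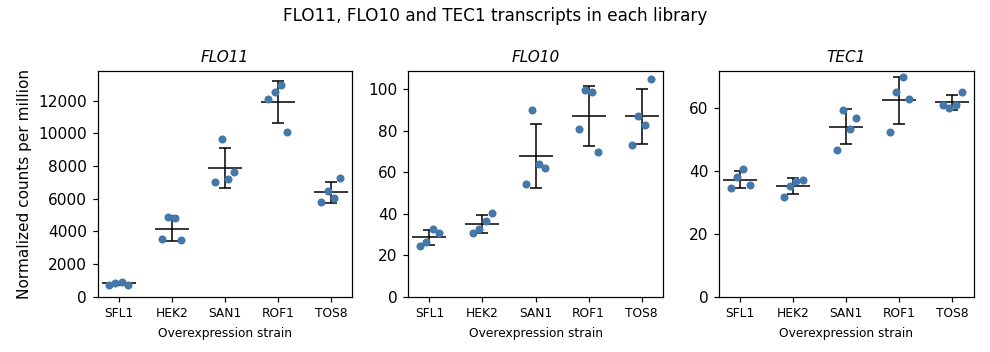
Normalized CPM (vertical axis) of *FLO11*, *FLO10*, and *TEC1* in the 4 libraries of each overexpression strain (horizontal axis). Points are libraries, and horizontal lines with bars are the mean and SD. The *FLO11* counts rise from a mean of 814 in the *SFL1* strain to 11914 in the *ROF1* strain.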

Consistent with this hypothesis, *FLO11* expression is repressed both in the common factor and in the *TOS8* profile (Figure 4B). Similarly, although there was a very poor correlation between the common factor and the *TOS8* profile across all genes (*R*^2^ = 0.04) (Figure 4B), genes that were significantly (*P* < 0.01, after multiple hypothesis correction) differentially expressed in both profiles tended to show a consistent direction of effect (Fisher’s exact test, 2-tailed: *P* < 2.2e−16). Among 400 such genes, 153 were induced and 173 were repressed in both profiles. In contrast, only 36 genes were induced in the common factor and repressed by *TOS8* overexpression, and only 38 were repressed in the common factor and induced by *TOS8* overexpression.

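The genes listed as changed in both profiles (Table S4) were chosen for the same direction in each, so a small difference between the *TOS8* strain and the others follows in part from how they were listed. Over 168 tested genes repressed in both, the mean log2 CPM was 5.32 ± 0.03 (SD, n = 4) in the *SFL1* strain, 5.37 ± 0.01 in *HEK2*, 5.48 ± 0.07 in *SAN1*, 5.54 ± 0.03 in *ROF1*, and 5.37 ± 0.01 in *TOS8*. The difference between the *TOS8* strain and the other 4 strains was -0.06 (exact two-sided permutation test, p = 0.232; 0.323 after adjustment over the 8 lists), and the *TOS8* strain was lower than 3 of the 4 strain means. Over 153 genes induced in both, the difference was 0.04 (exact permutation p = 0.242, adjusted 0.323). With libraries permuted within replicate numbers, as a block, the exact p was 0.267 for the repressed and 0.283 for the induced genes. These permutations treat the other 16 libraries as exchangeable, so differences among their 4 strains enter the p-values. For the repressed genes each *TOS8* library (at most 5.37) was below those of *SAN1* (at least 5.41) and *ROF1* (at least 5.51). Libraries of *SFL1* and *HEK2* overlapped those of *TOS8*. Of the repressed genes, 22 were significantly higher and 40 lower in the *TOS8* strain with adjustment over all ORFs, and 20 and 39 with adjustment over the list. Of the induced genes, 23 were higher and 21 lower over all ORFs, and 20 and 20 over the list. Leaving out replicate 2 moved the second difference most, to 0.02.

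**Figure D3:**
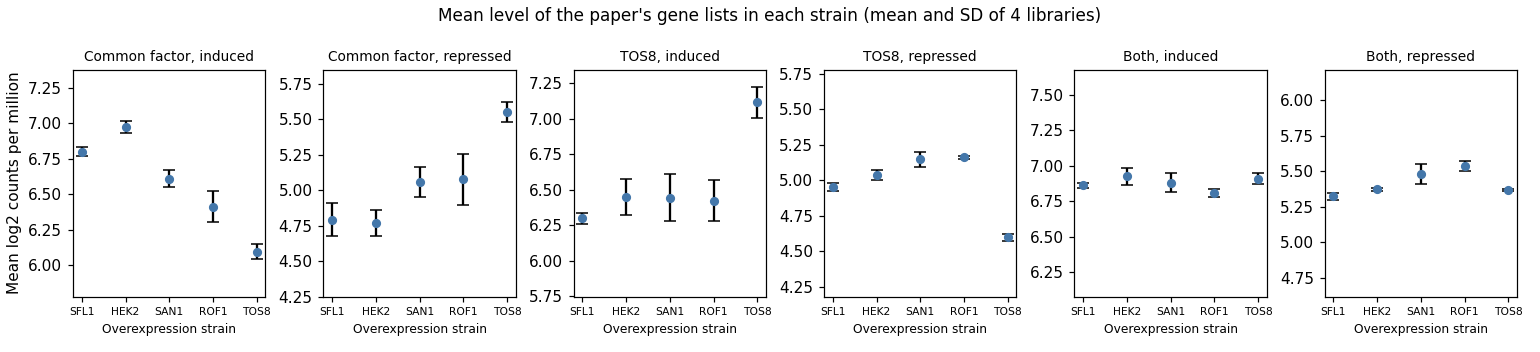
Mean log2 CPM (vertical axis) over 6 of the paper's gene lists in each overexpression strain (horizontal axis). Points are the mean of 4 libraries and bars the SD; the panels have the same scale with different starting values. The level of the *TOS8* strain lies outside those of the other strains for the lists of a single profile, as for the 83 genes induced in the *TOS8* profile (7.12), and within them for the lists of both profiles.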

The genes commonly induced in both the *TOS8* overexpression and common factor profiles were enriched for several GO terms including “transmembrane transport” (GO:0055085; *P* = 8.48e−4), “cell periphery” (GO:0071944; *P* = 1.06e-3), and “extracellular region” (GO:0005576; *P* = 1.26e−3) (Table S4). Similarly, enrichment for several GO terms was seen in the set of genes commonly repressed in both the *TOS8* overexpression and common factor profiles, including “conjugation with cellular fusion” (GO:0000747; *P* = 2.10e−6), “cell periphery” (GO:0071944; *P* = 1.25e−7), and “anchored component of membrane” (GO:0031225; *P* = 4.87e−4) (Table S4). 

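Table S4 names 49 genes with a Tec1 motif among those repressed in both the *TOS8* and common factor profiles, and 47 of them were tested here. Their mean log2 CPM was 5.09 ± 0.02 (SD, n = 4) in the *SFL1* strain, 5.13 ± 0.02 in the *HEK2* strain, 5.30 ± 0.05 in the *SAN1* strain, 5.37 ± 0.04 in the *ROF1* strain, and 5.29 ± 0.02 in the *TOS8* strain. The *TOS8* strain was 0.06 above the mean of the other 4 strains, a difference that did not pass the threshold (exact two-sided permutation test, p = 0.325; 0.371 after Benjamini-Hochberg adjustment; exact p = 0.373 with libraries permuted within replicate numbers, as a block). That permutation treats the other 16 libraries as exchangeable, so differences among their 4 strains enter the p-value. Taken singly, each *TOS8* library (5.26 to 5.30) was above those of *SFL1* (at most 5.12) and *HEK2* (at most 5.15). Each was also below those of *ROF1* (at least 5.32), and the *SAN1* libraries overlapped them. Of the 47 genes, 9 were significantly higher and 7 lower in the *TOS8* strain.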

Repressed genes were also enriched for targets of Tec1 (*P* = 3.35e−6), a transcriptional inducer of complex colony morphology that acts in the filamentation MAPK pathway (Chou *et al.* 2006) (Table S4). 

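*TEC1* (YBR083W, chromosome II, 409169 to 410629) had 37.1 ± 2.65 normalized CPM (SD, n = 4) in the *SFL1* strain, 35.1 ± 2.45 in the *HEK2* strain, 53.9 ± 5.45 in the *SAN1* strain, 62.3 ± 7.42 in the *ROF1* strain, and 61.6 ± 2.31 in the *TOS8* strain. *FLO10* (YKR102W, chromosome XI, 646356 to 649865) had 28.6 ± 3.77 in the *SFL1* strain, 35.0 ± 4.19 in *HEK2*, 67.6 ± 15.4 in *SAN1*, 87.2 ± 14.4 in *ROF1*, and 87.0 ± 13.2 in *TOS8* (SD, n = 4). Against the mean of the other 4 strains, the *TOS8* strain was higher in *TEC1* by a log2 fold-change of 0.43 (SE 0.06, adjusted p = 7.5e-06, edgeR's quasi-likelihood test) and in *FLO10* by 0.82 (SE 0.11, adjusted p = 1.8e-06). Entering the replicate number as a block gave 0.42 (adjusted p = 5.2e-07) and 0.82 (adjusted p = 4.3e-07), where same-numbered *HEK2* and *TOS8* libraries had a correlation of -0.0783. Between the *SFL1* and *TOS8* strains the change was -0.73 for *TEC1* and -1.60 for *FLO10*, whereas between the *ROF1* and *TOS8* strains it was 0.02 and 0.00408, within the replicate error. Reads were not filtered on mapping quality, so the *FLO10* counts could include reads of other flocculin genes with similar sequences.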

*TEC1* itself was also one of the genes commonly repressed, as were the flocculin genes *FLO10* and *FLO11* that are known to be effectors of complex colony phenotypes (Lo and Dranginis 1998; Guo *et al.* 2000; Halme *et al.* 2004; Granek and Magwene 2010; Voordeckers *et al.* 2012). These results support the hypothesis that a set of genes important for the fluffy–smooth morphological switch is consistently repressed or induced in both the common factor and *TOS8* overexpression profiles.

### Central role of the filamentation MAPK pathway in the change in colony morphology

The *DIG1* strain has the strongest smooth colony phenotype of any of our overexpression strains (Figure 1A). The transcriptional profile of this strain consists of the common factor plus a residual *DIG1*-specific expression pattern suggesting that the residual profile also contributes to the smooth phenotype. Dig1 is a repressor of the Ste12-Tec1 transcriptional complex (Cook *et al.* 1996; Chou *et al.* 2006), and genes in “MAPK signaling pathway – yeast” (KEGG:04011; *P* = 3.81e−3) and targets of Tec1 (*P* = 1.85e−5) were overrepresented among the genes repressed in the *DIG1*-residual profile (Table S5). Therefore, the residual *DIG1* profile appears to reflect repression of the filamentation MAPK pathway.

As discussed above, many of the genes repressed in both the common factor and the *TOS8* profile are genes in the filamentation MAPK pathway. Consistent with this, many of these genes (80/173) were also downregulated in the *DIG1* residual profile, a highly significant enrichment (Fisher’s exact test, 1-tailed: *P* < 2.2e−16). This further supports the hypothesis that a substantial component of the overlap between the *TOS8* and common factor profiles reflects repression of the filamentation MAPK pathway. In the *DIG1* overexpression strain these genes are repressed as part of the common factor and then further repressed by specific effects of *DIG1* overexpression (*i.e.*, the *DIG1* residual profile). This double signaling through the filamentation MAPK pathway may explain why the *DIG1* overexpression strain has such a strong smooth phenotype (Figure 1A).

### Effects of overexpression strains on noncoding RNAs and nonreference gene transcripts

Finally, we extended our analysis to the expression levels of a large number of noncoding RNAs (ncRNAs) and a small number of genes present in strain F45, but absent from the S288c reference genome (Cromie *et al.* 2017) (*Materials and Methods*). 

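The deposited counts list 5556 features other than reference ORFs, and their total ranged from 60220 to 350841 counts per library, with a median of 168816. The 4007 features with a median of at least 1 CPM, scaled to this total, were tested, with TMM normalization among themselves. At this depth small changes were often missed: in counts simulated from these libraries, 79 of 200 changed features were recovered at a false discovery rate below 0.01, and 65 of the 100 with a change of 2-fold or more. For ORFs the same simulation recovered 178 of 200. The list holds 90 ERCC spike-in features, of which 6 passed the filter; at most 54 counts fell on them in any library.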

Similar to reference mRNAs, substantial differential expression was observed among these transcripts in all overexpression strains (Table S6). 

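Between the strains, 402 of the 4007 ncRNAs and nonreference mRNAs differed between the *TOS8* strain and the mean of the other 4, with 220 higher and 182 lower in the *TOS8* strain (false discovery rate below 0.01, edgeR's quasi-likelihood test). The *HEK2* and *ROF1* strains differed in 220 of them, 113 higher and 107 lower in the *HEK2* strain. Only 23 differed between *SFL1* and *HEK2*, and 23 between *SAN1* and *ROF1*. The counts were 434, 228, 30, and 22 in this order with the replicate number as a block. A false discovery rate of 0.05 moved the first count most, to 610.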

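For the 4007 ncRNAs and nonreference mRNAs, the correlations of the profiles relative to the *TOS8* strain, with its libraries divided between the profiles as for ORFs, were lower throughout. R was 0.550 for *SFL1* and *HEK2*, 0.389 for *HEK2* and *SAN1*, 0.347 for *SFL1* and *SAN1*, 0.338 for *HEK2* and *ROF1*, 0.311 for *SAN1* and *ROF1*, and 0.300 for *SFL1* and *ROF1*. The SD of the log2 fold-changes between the *SAN1* and *ROF1* strains was 0.70 for these features and 0.16 for ORFs. Of the 6 pairs, *SFL1* and *HEK2* had the highest R with both kinds of features, while *SAN1* and *ROF1*, next highest among ORFs, were exceeded by 4 pairs here. Among the 887 features with at least 10 counts in every library, a filter chosen after seeing the values, *SAN1* and *ROF1* were again next highest, with R = 0.672 after 0.791 for *SFL1* and *HEK2*. With replicates divided 2 and 2, the difference of *SAN1* from *TOS8* correlated with itself with R = 0.300 over the 4007 features and 0.620 over the 887, so the lower order of this pair at the first filter is not separated from counting noise.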

The same pattern of correlations between overexpression strains that was seen with reference genes (Table 2) was also observed with ncRNAs and nonreference mRNAs (Table 5) (Figure S2). This implies that the three underlying transcriptional profiles that we identified from analysis of reference genes extend to include effects on the expression of substantial numbers of nonreference genes and noncoding transcripts.

**Table 5:** Correlation (R) between differential expression profiles (relative to F45) of overexpression strains for ncRNAs and nonreference mRNAs

	DIG1	SFL1	HEK2	SAN1	ROF1	TOS8
DIG1		0.72	0.75	0.62	0.49	0.48
SFL1	0.72		0.87	0.65	0.59	0.33
HEK2	0.75	0.87		0.71	0.62	0.29
SAN1	0.62	0.65	0.71		0.70	0.38
ROF1	0.49	0.60	0.62	0.70		0.37
TOS8	0.48	0.33	0.29	0.38	0.37	

## Discussion

### Morphology change as a regulated switch between transcriptional states

Several mechanisms have been shown to govern the stable switching between structured/biofilm and nonstructured colony morphologies in *S. cerevisiae*. These include high-frequency mutations (Halme *et al.* 2004) and prion-based mechanisms (Holmes *et al.* 2013) as well as aneuploidy, specifically the gain and loss of additional copies of whole chromosomes (Tan *et al.* 2013). Notably, several of these mechanisms are transcriptional in nature. In the F45 strain used in this study, overexpression of the Dig1 transcriptional repressor contributes to the fluffy-smooth switch induced by a chromosome XVI disome (Tan *et al.* 2013). In another case, high-frequency mutations that inactivate the Ira1 and Ira2 Ras-activating proteins (Halme *et al.* 2004) cause changes in colony morphology through the Ras-cAMP-PKA pathway which regulates the Sfl1 and Flo8 transcription factors (Rupp *et al.* 1999). Similarly, switching between the prion and nonprion forms of the Mot3 transcription factor produces a colony morphology switch (Holmes *et al.* 2013).

One of the best-characterized phenotypic switches regulated by a transcriptional circuit in fungi is the white to opaque switch in *C. albicans* (reviewed in Huang 2012; Soll 2014). The opaque state is necessary for mating, while white cells can form structured biofilms that are highly impermeable to drugs and components of the immune system. Each of the two states appears to be adaptive for survival in different host niches, with white cells being favored in systemic infection models and opaque cells showing improved ability to colonize the skin. A transcriptional circuit with two stable states underlies the white and opaque phenotypes, with white being the default state. Because switching between states leads to the differential expression of a large number of genes, each state is associated with a specific expression profile. Interestingly, *WOR1* (a homolog of *S. cerevisiae ROF1*) is the master regulator of the white-opaque switch and ectopic expression of *WOR1* can drive an entire population of white cells to become opaque (Huang *et al.* 2006).

Similar to the effect of overexpressing *WOR1* in *C. albicans* white-opaque switching, we propose that overexpression of most of the genes identified in our study produces a common change in phenotype and gene expression that replicates an adaptive, regulated switching mechanism. That is, some aspect(s) of the regulated switching between the fluffy and smooth transcriptional states produces an adaptive change in colony morphology, and the expression profiles that we observe reflect transcriptional states that *S. cerevisiae* may access in response to environmental conditions favoring the biofilm or nonbiofilm states of the microbial community. We previously demonstrated that the smooth and fluffy (biofilm) states of the F45 background used in this study are each adaptive in different environmental conditions (Tan *et al.* 2013).

The regulated transcriptional switching model makes several key predictions. First, regulatory genes should exist that control the process and perturbation of these genes could trigger the phenotypic switch between the fluffy and smooth colony morphologies, mimicking signaling through those genes. Second, perturbation of regulatory genes acting in the same pathway should produce the same transcriptional state. Third, the transcriptional response should alter the activity of downstream pathways that effect the morphological change. Our data are consistent with each of these expectations.

### Regulatory repressors of biofilm formation

The six genes that caused fluffy-to-smooth transitions in our overexpression screens all encode known or predicted regulatory proteins, with four being transcription factors. In contrast, we did not identify any genes that appear to have mechanistic roles in colony morphology, such as cell-surface proteins, despite the fact that deleting such genes individually (*e.g.*, *cis3*Δ and *flo11*Δ) is sufficient to cause a fluffy-to-smooth transition in the same genetic background (Cromie *et al.* 2017). Furthermore, the genes that we identified appear to be components of (or to interact with) regulatory pathways that repress the complex colony phenotype. In fact, *DIG1* and *SFL1* encode known transcriptional repressors of genes needed for complex colony formation, and act in the filamentation MAPK and Ras-cAMP-PKA signaling pathways, respectively (Conlan and Tzamarias 2001; Chou *et al.* 2006; Granek and Magwene 2010).

Our study also identified a phenotype for genes that were previously characterized only at the level of biochemical activity (known or predicted). This was true for the putative transcription factor Rof1, which we named based on its phenotype in this study, and the ubiquitin ligase San1, neither of which had been linked to colony morphology prior to our study. Previous characterization of San1 had identified a number of target proteins (Gardner *et al.* 2005; Rosenbaum *et al.* 2011), and the phenotype recognized here may help identify specific pathways that are regulated by this activity. This may also be true for *HEK2*, which encodes a protein that has been shown to bind to a large number of mRNAs (Hogan *et al.* 2008).

### Convergence on a common transcriptional state

We expected that perturbation of genes operating in the same regulatory pathway would produce the same transcriptional response. Overexpression of four of the six genes that we identified (*SFL1*, *SAN1*, *ROF1*, and *HEK2*) produced a single transcriptional state, the common factor, consistent with them operating in a single transcriptional regulatory pathway. This common factor is also a large component of the transcriptional profile observed when a fifth gene, *DIG1*, is overexpressed.

The “single regulatory pathway” identified by these genes is probably better understood as a signaling network, as it encompasses both the cAMP-PKA pathway (including *SFL1*) and the filamentation MAPK pathway (including *DIG1*) (Vinod *et al.* 2008). Cross-talk between these pathways is known to exist (Mosch *et al.* 1999; Borneman *et al.* 2006) allowing signal integration to occur (Cullen and Sprague 2012). Such a signaling network could integrate a range of environmental signals to produce a transcriptional response, and ultimately a phenotypic change. This model can explain how increasing the expression of genes that do not directly regulate gene expression, such as *HEK2* and *SAN1*, can produce a strong transcriptional response, and one shared with transcription factors such as *SFL1* and *ROF1*. In this case, *SFL1* and *ROF1* represent (complex morphology repressing) transcriptional nodes in the signaling network, while *HEK2* and *SAN1* might regulate elements of the signaling pathways at the RNA- and protein-abundance levels. For these four genes, the signal produced by overexpression would, after signal integration across the network, have the same final effect in terms of which transcriptional state the cell/colony adopts. That is, the transcriptional state corresponding to the common factor may be one that emerges from any one of a range of perturbations.

In contrast to the other genes in our study, overexpression of *TOS8* did not induce the common factor transcriptional state. This result suggests that Tos8 operates in a different regulatory pathway than the products of the other genes. This, in turn, suggests that the *TOS8* overexpression profile may represent a distinct transcriptional state that cells can adopt under environmental conditions that differ from those producing the common profile.

### Genes important for the smooth–fluffy morphological switch

The common factor and *TOS8* transcriptional profiles are essentially uncorrelated and only a small proportion of genes are significantly differentially expressed in both. However, among the overlap between these two profiles, there is a statistically significant overrepresentation of genes showing differential expression with the same direction of effect, *i.e.*, induced or repressed in both profiles, compared to genes that have opposite directions of effect. This result suggests the existence of a differentially expressed subset of genes that are involved in the common fluffy–smooth morphological change associated with both profiles. Because the overexpression strains appear to be operating through gene expression regulatory mechanisms, the commonly differentially expressed genes may represent modules of coregulated genes that respond as a group to environmental signals.

A high proportion of the genes commonly repressed in both the *TOS8* and common factor profiles were also significantly repressed in the residual *DIG1*-expression profile, *i.e.*, the gene expression changes seen in the *DIG1* overexpression strain, after accounting for the effect of the common factor. It therefore appears that *DIG1* and the filamentation MAPK pathway are particularly important in control of the critical gene module(s), repressing genes whose expression is required for fluffy colony formation.

## Supplementary Material

Supplemental material is available online at www.g3journal.org/lookup/suppl/doi:10.1534/g3.117.042440/-/DC1.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

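The data are read counts of 20 stranded mRNA libraries, 4 from each of the strains overexpressing *SFL1*, *HEK2*, *SAN1*, *ROF1*, and *TOS8*. The authors aligned the reads with Bowtie2 (version 2.1.0), counted read pairs per feature with featureCounts (version 1.4.0), and deposited the raw counts for 12131 features, with no normalization and no filter on mapping quality. Features whose name begins with Y were taken as ORFs (6575), and the other 5556 as ncRNAs and nonreference mRNAs; the 2 sets were analysed separately. The F45 control, the *DIG1* strain, and the *cis3*Δ and *flo11*Δ strains are not among these libraries and were not analysed here, so the profiles relative to F45, the *DIG1* residual profile, and the correlations with the deletion strains were left out. The screen and the colony phenotypes have no data in these counts.

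Differential expression was tested with edgeR (version 4.0.16, with limma 3.58.1, in R 4.3.3). Features with a median of at least 1 CPM over the 20 libraries were kept, which left 5772 ORFs and 4007 other features, and library sizes were normalized by TMM within each set. All libraries entered a single fit with a mean per strain, and contrasts were tested with edgeR's quasi-likelihood test at a Benjamini-Hochberg false discovery rate below 0.01. The contrasts were the 10 pairs of strains, each strain against the mean of the other 4, and each plasmid gene's partner. Log2 CPM for the profiles, lists, and positions used a prior count of 2. Named genes were fixed by a rule before the data were examined: the 6 genes of the screen, the other genes that the paper names as measured or as targets, the annotated neighbours of the plasmid genes, and the genes with the largest rise and fall (3 each for *TOS8*, 2 each for the pairs *SFL1*–*HEK2* and *SAN1*–*ROF1*) among those past the threshold whose normalized counts did not overlap between groups, leaving out the plasmid gene. *CUP9*, *PWR1*, and *ICR1* are outside this rule and were picked after values were seen. A rule of 2 falls gave a single gene for *SAN1* and *ROF1*, since no other nonoverlapping ORF was lower. None of the named ORFs is among the 254 that overlap another feature of the same strand.

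The library names carry a number shared across strains, used as replicate number 1 to 4, whose meaning the paper does not give. It was checked by correlating the deviations of libraries from their strain means, and where a test allowed it the number was also entered as a block. List levels were compared by exact permutation of the 4 *TOS8* libraries against the other 16, and positions along an axis by exact permutation of 4 libraries against 4, each with Benjamini-Hochberg adjustment within its family and a version permuted within replicate numbers. The permutation of list levels treats the other 16 libraries as exchangeable, so differences among their 4 strains enter its p-value. Correlations across genes and factor loadings were given without a p-value, with a jackknife SE over replicate numbers.

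Alternatives tried were the likelihood ratio test, DESeq2 (version 1.42.0), RLE size factors, TMM over all features together, no filter, at least 10 counts in every library, a median of at least 10 CPM, a false discovery rate of 0.05, a fold change above 1.5 as well, a prior count of 0.5, Spearman coefficients, all 4 *TOS8* libraries in both profiles, leaving out the screen's genes and their neighbours, only the libraries compared, and leaving out each library or replicate number.

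The depth was 6027147 to 35027485 counts per library. The steps were tested on simulated data made from these counts. Of 200 ORFs with a change put in, 178 were recovered (99 of the 100 with a change of 2-fold or more) with 3 false calls, and of 200 other features 79 were recovered (39.5%) with 1 false call. The median error of the log2 fold-changes of the changed features was 0.04 for ORFs and 0.18 for the other features. For positions, a random axis and Gaussian noise were added to mean log2 levels, with no shift of single libraries along the axis. There a position difference of 0.154 put in was estimated as 0.123. Positions of the real libraries also vary within strains (SD 0.0937 to 0.195), so this does not show how well strains are told apart here. Pairs of libraries of a strain differed from each other by 5.23 to 104 times the counting error in variance, and the 160 pairs from different strains by 13.2 to 341 times, so no library is a copy of another. Counts of *HO* (at most 9) and *MATALPHA1* (at most 10) were low in each library.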

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

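The test on *ICR1* below was chosen only after the result was seen; the other tests in this part were written down before theirs.

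*MKC7* (YDR144C), the annotated neighbour of *SAN1*, was higher in the *SAN1* strain than in the mean of the other 4 strains by a log2 fold-change of 2.02 (SE 0.08, adjusted p = 2.5e-13 with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment), with 191 CPM against strain means of 20.7 to 67.3. It drew attention as a gene the paper does not discuss. In the fits that each left out 1 library it ranged from 1.96 to 2.07, and in the other alternatives from 2.02 to 2.03, with adjusted p-values of at most 8.8e-12. *MKC7* lies 436 bases from *SAN1* on the same strand, with its 3′ end towards *SAN1*. A neighbour carried in part on the plasmid was weighed by testing the 2 annotated neighbours of each of the 5 plasmid genes: 1 of 10 was higher by 0.5 or more with an adjusted p-value below 0.01, and that was *MKC7*. The other 9 include *SHE1* and *PEX7*, at similar gaps of 369 and 441 bases. Both lie past the 3′ end of their plasmid gene, whereas *MKC7* lies on the 5′ side of *SAN1*, where its promoter is. The other neighbours on the 5′ side and the same strand, *FMO1* and *SRM1*, are farther away, at 1063 and 2100 bases. No neighbour is therefore matched to *MKC7*, and this test does not separate reads from the plasmid from another cause. That the plasmid of the *SAN1* strain carries part of *MKC7* remains a candidate explanation, and counts per gene do not show where on *MKC7* the reads lie. A response of *MKC7* to *SAN1* overexpression was not tested apart from this, and no biological explanation was tested.

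The ncRNA *PWR1* (chromosome IX, 395999 to 396939), which lies near *FLO11* and was picked out after its values were seen, was lower in the *SFL1* strain than in the mean of the other 4 strains by a log2 fold-change of -2.70 (SE 0.17, adjusted p = 7.3e-20, edgeR's quasi-likelihood test), with 94.1 ± 12.6 CPM in the *SFL1* strain and strain means of 291 to 912 elsewhere. It drew attention as the largest change of the 4007 features in this contrast, in a feature the paper does not discuss. All 4 *SFL1* libraries were below the other 16 (exact permutation p = 0.000206, the smallest that 4 libraries against 16 can give), from 13 to 31 counts each, and this p-value does not allow for the choice of *PWR1* by its values. Reads of the opposite strand were weighed through *ICR1*, which overlaps *PWR1* there: it changed by 0.16 (adjusted p = 0.29), without the fall that miscounted reads of that strand would bring. With TMM over all features together in place of TMM among ncRNAs and nonreference mRNAs, the change was -2.73. After each library was thinned to the total of the smallest, 4 of the 4 *SFL1* libraries were still below the other 16. The technical explanations tested did not account for the pattern, and a candidate explanation is that *PWR1* falls along with *FLO11* where *SFL1* is overexpressed, a hypothesis found and tested on the same data.

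Of 105 groups of 4 libraries examined for a single outlying library, 0 had one, where chance gives about 5%. This count does not extend to every named gene. For *FDH1* in the *HEK2* strain, replicate 4 had 6.93 CPM and the other libraries 3.77 to 3.86. In the fits that each left out 1 library, the log2 fold-change of *FDH1* between *SFL1* and *HEK2* ranged from 1.68 to 2.15.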

How the results depend on the processing

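The tests and alternatives were set before the data were examined, apart from those named next, which were chosen after the result was seen. They include the tests and alternatives for single genes outside the plasmid and partner genes. The tests of a gained chromosome and of a batch of the replicate number are also among them. So are the correlations between divided replicates and the restriction to genes of Table S1. The filter at 10 counts for correlations from ncRNAs and nonreference mRNAs was likewise chosen after the result was seen. For each result that changed, the cause was not tested.

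Requiring a fold change above 1.5 as well lowered the count of differing ORFs to 504 for *TOS8* against the other 4 strains, 55 for *SFL1*–*HEK2*, 133 for *SFL1*–*SAN1*, 182 for *SFL1*–*ROF1*, 637 for *SFL1*–*TOS8*, 136 for *HEK2*–*SAN1*, 211 for *HEK2*–*ROF1*, 837 for *HEK2*–*TOS8*, 5 for *SAN1*–*ROF1*, 369 for *SAN1*–*TOS8*, and 369 for *ROF1*–*TOS8*. A false discovery rate of 0.05 raised it to 678 for *SFL1*–*HEK2*, 1151 for *SFL1*–*SAN1*, 1603 for *SFL1*–*ROF1*, 1348 for *HEK2*–*SAN1*, 1825 for *HEK2*–*ROF1*, and 233 for *SAN1*–*ROF1*. It also raised the count of ncRNAs and nonreference mRNAs to 610 for *TOS8* against the other 4, 66 for *SFL1*–*HEK2*, and 377 for *HEK2*–*ROF1*. DESeq2 gave 414 ORFs for *SFL1*–*HEK2* and 157 for *SAN1*–*ROF1*, and 13 and 14 other features. The likelihood ratio test gave 80 ORFs for *SAN1*–*ROF1* and 43 other features for *SFL1*–*HEK2*. With the replicate number as a block, 9 ORFs differed between *SAN1* and *ROF1*. With only the libraries compared in the fit, the counts were 163 for *SFL1*–*HEK2*, 153 for *HEK2*–*SAN1*, 508 for *HEK2*–*ROF1*, and 3 for *SAN1*–*ROF1*, and 38 other features for *SFL1*–*HEK2*. This alternative was not run for *TOS8* against the other 4 strains or for the plasmid genes, where all 20 libraries are compared. Without a filter 49 other features differed between *SFL1* and *HEK2*, and with at least 10 counts in every library 5 differed between *SAN1* and *ROF1*.

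The share of higher features among those that differed also shifted by over 10 points in some counts. With a fold change above 1.5 as well it was 68.1% in place of 50.8% for *TOS8* against the other 4 strains (343 higher and 161 lower), and for pairs with *TOS8* it was 35.2% in place of 49.5% for *SFL1* (224 and 413), 31.2% in place of 50.6% for *SAN1* (115 and 254), and 23.8% in place of 49.9% for *ROF1* (88 and 281), where higher is relative to *TOS8*. At a false discovery rate of 0.05 it was 34.5% in place of 22.9% for *SFL1*–*HEK2* (234 and 444) and 68.7% in place of 88.2% for *SAN1*–*ROF1* (160 and 73). With the replicate number as a block it was 34.3% for *SFL1*–*HEK2* (111 and 213), and with only the libraries compared 66.7% for *SAN1*–*ROF1* (2 and 1). In 6 fits that left out a library it was 66.7% to 75.0% for *SAN1*–*ROF1*. Among ncRNAs and nonreference mRNAs, DESeq2 called 68 higher and 98 lower for *HEK2*–*ROF1* (41.0% in place of 51.4%), and TMM over all features together called 8 and 25 for *SFL1*–*HEK2* (24.2% in place of 39.1%) and 21 and 4 for *SAN1*–*ROF1* (84.0% in place of 73.9%). The share for *SFL1*–*HEK2* was 50.0% with the block (15 and 15), 52.6% with only the libraries compared (20 and 18), 53.3% without *SFL1* replicate 2 (8 and 7), and 52.6% without *HEK2* replicate 4 (10 and 9), and that for *HEK2*–*ROF1* was 39.2% without *HEK2* replicate 2 (71 and 110).

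Across the fits that each left out 1 library, ORF counts ranged from 112 to 210 for *SFL1*–*HEK2*, 345 to 505 for *SFL1*–*SAN1*, 518 to 1010 for *SFL1*–*ROF1*, 401 to 647 for *HEK2*–*SAN1*, 620 to 1231 for *HEK2*–*ROF1*, and 3 to 116 for *SAN1*–*ROF1*. The 5 counts of ORFs that involve *TOS8* stayed within 1.5 times of their values in these fits, as for *TOS8* against the other 4 (2328 to 2861). For ncRNAs and nonreference mRNAs the ranges were 11 to 24 for *SFL1*–*HEK2*, 6 to 25 for *SAN1*–*ROF1*, and 129 to 234 for *HEK2*–*ROF1*.

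Among the correlations of profiles relative to *TOS8*, having all 4 *TOS8* libraries in both profiles gave 0.892 for *SFL1*–*HEK2*, 0.843 for *HEK2*–*SAN1*, and 0.890 for *SAN1*–*ROF1*. From ncRNAs and nonreference mRNAs they were 0.550 for *SFL1*–*HEK2*, 0.347 for *SFL1*–*SAN1*, 0.300 for *SFL1*–*ROF1*, 0.389 for *HEK2*–*SAN1*, 0.338 for *HEK2*–*ROF1*, and 0.311 for *SAN1*–*ROF1*; 39.5% of changed features of this kind were recovered in simulated data. From the 887 of these features with at least 10 counts in every library they were 0.791, 0.549, 0.486, 0.608, 0.531, and 0.672 in the same order. The correlation of *HEK2* minus *ROF1* with *SFL1* minus *SAN1* was 0.291 from these features, 0.439 as a Spearman coefficient, 0.533 with a median of at least 10 CPM, and 0.471 from ORFs listed in Table S1, and that of *HEK2* minus *SAN1* with *SFL1* minus *ROF1* was 0.307, 0.455, and 0.545 under the first 3 of these. From the 887 features these 2 were 0.597 and 0.630. For *SAN1*–*ROF1* the Spearman coefficient was 0.787 and the filter at 10 CPM gave 0.859. Without each replicate number in turn, the correlations ranged from 0.806 to 0.845 for *SFL1*–*HEK2*, 0.670 to 0.762 for *SFL1*–*SAN1*, 0.638 to 0.722 for *SFL1*–*ROF1*, 0.740 to 0.799 for *HEK2*–*SAN1*, 0.677 to 0.753 for *HEK2*–*ROF1*, and 0.775 to 0.816 for *SAN1*–*ROF1*, with the contrasts from 0.465 to 0.497 and from 0.492 to 0.520.

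Positions from ncRNAs and nonreference mRNAs passed the threshold for 5 pairs, with differences of -0.116 for *SFL1*–*HEK2*, 0.166 for *SFL1*–*SAN1*, 0.232 for *SFL1*–*ROF1*, 0.293 for *HEK2*–*SAN1*, and 0.363 for *HEK2*–*ROF1* (exact permutation test, adjusted p = 0.0343 for each, in the same direction in 4 of 4 replicate numbers among ORFs). The difference between *SAN1* and *ROF1* changed sign without replicate 2 (-0.0178) and without replicate 3 (-0.000855), and ranged up to 0.142. Factor loadings from the same features were 0.901 for *HEK2*, 0.721 for *SAN1*, and 0.664 for *ROF1*, and without each replicate number those from ORFs ranged from 0.896 to 0.925 for *SAN1* and from 0.820 to 0.903 for *ROF1*. The largest chromosome shift was 0.0785 when centred on the mean of the libraries of the other 4 strains.

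Plasmid genes (35 alternatives, and 100 that left out a library), partner genes (32 and 64), and gene lists (32 and 32) stayed on the same side of their thresholds with the same direction. Of the other named genes, 5 of 196 alternatives differed (4 weaker, 1 stronger), and 12 of 436 that left out a library were weaker. The weaker ones were *SHM2* and YER079W between *SAN1* and *ROF1*, whose adjusted p-values over the alternatives reached 0.0851, and *STE12* without *TOS8* replicate 2; the stronger was *MIT1* with DESeq2 (adjusted p = 0.0093, from 0.0093 to 0.028 over its alternatives).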

Differences from the paper's values

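The correlation across ORFs of *HEK2* minus *ROF1* with *SFL1* minus *SAN1* was 0.501 (jackknife SE 0.0208). Computed from the fold changes of the paper's Table S1 as given, it was 0.472. That copy holds only part of the tested ORFs and lacks the *SFL1* and *ROF1* genes. The value therefore does not cover the paper's full set. The alternatives that follow were set before the data were examined. The values without replicate 2 (0.472), without replicate 3 (0.465), and without replicate 4 (0.473) fell within the error of the Table S1 value. Those without replicate 1 (0.497), with the Spearman coefficient (0.439), with a prior count of 0.5 (0.497), with a median of at least 10 CPM (0.533), with RLE size factors (0.501), without the screen's genes and their neighbours (0.512), and with ncRNAs and nonreference mRNAs (0.291) did not.

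The correlation of *HEK2* minus *SAN1* with *SFL1* minus *ROF1* was 0.524 (jackknife SE 0.0197), against 0.50 computed from Table S1 in the same way. The values without replicate 1 (0.499), without replicate 2 (0.492), and without replicate 3 (0.493) fell within the error, among the alternatives set before the data were examined. Those without replicate 4 (0.520), with the Spearman coefficient (0.455), with a prior count of 0.5 (0.521), with a median of at least 10 CPM (0.545), with RLE size factors (0.524), without the screen's genes and their neighbours (0.533), and with ncRNAs and nonreference mRNAs (0.307) did not.

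Table S1 as given holds 2827 genes, of which 2472 were tested here. Restricted to those ORFs, an alternative chosen after seeing the values, the correlations were 0.471 and 0.513, each within the error of the Table S1 value. With ncRNAs and nonreference mRNAs with at least 10 counts in every library, also chosen after seeing the values, they were 0.597 and 0.630, outside it.

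The paper states that the ncRNAs and nonreference mRNAs give the pattern of correlations between strains that the reference genes give. Relative to the *TOS8* strain, which is not the paper's reference, *SAN1* and *ROF1* had R = 0.311 with these features, below 4 of the other 5 pairs, against 0.83 with ORFs, below 1 of them. With at least 10 counts in every library, an alternative chosen after seeing the values, R was 0.672 with these features, below 1 of the other pairs as with ORFs, so the gap is not kept.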

Other observations

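The tests of a gained chromosome and of a batch of the replicate number were chosen only after the result was seen; the other tests in this part were written down before theirs.

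Other divisions of the libraries were compared with the real one, each with 1 library of each replicate number in the smaller group (in both groups for a pair of strains). For *TOS8* against the other 4 strains, 1 of 100 divisions, the real one, gave as many differing ORFs as 2787, and the largest other count was 91. For ncRNAs and nonreference mRNAs it was also 1 of 100, with 36 as the largest other count. For each of the 10 pairs of strains, and for the 3 pairs tested on ncRNAs and nonreference mRNAs, 1 of 8 divisions, the real one, gave as many. With 8 divisions the share cannot fall below 0.05 whatever the counts are, so this test could not tell them apart from a chance division. For 7 pairs of strains the largest other count of ORFs was 0, against real counts of 2502 for *SFL1*–*TOS8*, 1789 for *ROF1*–*TOS8*, 1754 for *SAN1*–*TOS8*, 881 for *SFL1*–*ROF1*, 525 for *SFL1*–*SAN1*, 249 for *SFL1*–*HEK2*, and 17 for *SAN1*–*ROF1*, and it was 0 for *SFL1*–*HEK2* among the other features. For the rest the largest other counts were 254 for *HEK2*–*ROF1*, 5 for *HEK2*–*SAN1*, and 2 for *HEK2*–*TOS8* among ORFs, and 5 for *HEK2*–*ROF1* and 2 for *SAN1*–*ROF1* among the other features.

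Technical explanations were weighed for the ORFs differing between the *TOS8* strain and the other 4. GC content and gene length accounted for 4.74% of the variance of the log2 fold-changes. After every library was thinned to 6027147 counts, 2368 ORFs differed, of which 2309 were shared with the 2787 at full depth. The largest chromosome shift in any library was 0.0542 (chromosome I, *TOS8* replicate 3), under the threshold of 0.5 for a gained chromosome.

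The *TOS8* gene was higher in the *SFL1* strain than in the *SAN1* and *ROF1* strains (log2 fold-change 0.62, adjusted p = 3.5e-08 with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment). Material of the *TOS8* strain in the *SFL1* libraries would have to make up 11.6% to give this, whereas over the 50 ORFs with the largest excess in the *TOS8* strain over the *HEK2*, *SAN1*, and *ROF1* strains the median share was 0.561%, and 23 of the 50 were negative. Reads shared with the paralog *CUP9*, a gene picked out after the values of *TOS8* were seen, were weighed through *CUP9* itself, which changed by -0.38 (adjusted p = 4.6e-04), the opposite direction. With RLE size factors in place of TMM the change of *TOS8* was 0.63. As these tests left none of the 3 explanations, a candidate explanation is that *SFL1* overexpression raises *TOS8* transcripts. This hypothesis was found and tested on the same data. The paper already gives *TOS8* as higher in the *SFL1* strain relative to F45. The *SFL1* strain was also above *HEK2* (0.39, adjusted p = 0.00031, edgeR's quasi-likelihood test). *HEK2* in turn was above *SAN1* (0.30, adjusted p = 0.0022, same test), but not above *ROF1* at the threshold (0.17, adjusted p = 0.037).

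Within strains, libraries differed along the axis that separates the strains by replicate number. The mean score was -0.122 for replicate 1, -0.0387 for replicate 2, 0.0498 for replicate 3, and 0.111 for replicate 4, above 0 in 1, 2, 4, and 5 of 5 libraries. For a batch of the replicate number, the variance of these means was tested (p = 0.037, 100000 permutations within strains). This test restates the pattern, so it cannot show a batch to be the cause. A batch remains a candidate explanation, of which neither the paper nor the names give the nature. A gradient was made from the *SAN1* and *ROF1* libraries, each weighted by the mean score of its replicate number. It correlated across ORFs with the axis from *TOS8* to *SFL1* and *HEK2* with R = 0.507. After GC content and gene length were removed, R was 0.516. The scores come in part from these same libraries, on axes that share strains with this one. A positive R is therefore in part built in and is no separate support for the pattern. Scores did not follow library size (rank correlation -0.12 within strains, permutation p = 0.71). No biological explanation was tested.

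The mean level of 132 ribosomal protein genes was higher by 0.13 in the 8 libraries of *SFL1* and *HEK2* than in the 8 of *SAN1* and *ROF1* (exact permutation p = 0.0427; 0.14 with RLE size factors). Strain means were 9.08 for *SFL1*, 9.03 for *HEK2*, 9.03 for *SAN1*, 8.83 for *ROF1*, and 8.92 for *TOS8*, so the *ROF1* strain carries most of the difference. As *ROF1* lies below *TOS8*, and *SAN1* does not differ from *HEK2* at 2 decimals, these levels do not follow the order of the strains along the shared profile. The permutation treats the libraries of the 2 strains in each group as exchangeable, which they need not be.

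Of genes that the paper names, *STE12* was lower by 0.25 in the *TOS8* strain than in the mean of the other 4. Its adjusted p-value was 0.0015 with edgeR's quasi-likelihood test, and from 0.00038 to 0.0157 over its alternatives. Taken singly, *SAN1* and *ROF1* were above *TOS8* by 0.29 and 0.47 (adjusted p = 0.0044 and 6.6e-05, same test). *HEK2* and *SFL1* did not differ from *TOS8* at the threshold (0.17 and 0.06, adjusted p = 0.062 and 0.51). *CIS3* changed by 0.10 between *TOS8* and the mean of the other 4 (adjusted p = 0.18), and *ASH1* by -0.11 in the *HEK2* strain (adjusted p = 0.21). *CIS3* fell by 0.60 in the *SFL1* strain against the mean of the other 4 (SE 0.07, adjusted p = 3.2e-06), a contrast chosen after its value was seen; without each library in turn it ranged from -0.64 to -0.56, and with the replicate number as a block it was -0.60. The 44 tested genes listed as repressed in the *DIG1* residual profile (Table S5) had a difference of -0.06 between *TOS8* and the other 4 strains (exact permutation p = 0.643), lower than 2 of 4 strain means. Of the 47 tested genes listed there as induced, which were not given a permutation test, 36 were significantly higher and 1 lower in the *TOS8* strain (median log2 fold-change 0.91), with a mean level of 6.48 against 5.39 to 5.61 in the other strains.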
